# eIF4A supports an oncogenic translation program in pancreatic ductal adenocarcinoma

**DOI:** 10.1038/s41467-019-13086-5

**Published:** 2019-11-13

**Authors:** Karina Chan, Francis Robert, Christian Oertlin, Dana Kapeller-Libermann, Daina Avizonis, Johana Gutierrez, Abram Handly-Santana, Mikhail Doubrovin, Julia Park, Christina Schoepfer, Brandon Da Silva, Melissa Yao, Faith Gorton, Junwei Shi, Craig J. Thomas, Lauren E. Brown, John A. Porco, Michael Pollak, Ola Larsson, Jerry Pelletier, Iok In Christine Chio

**Keywords:** Cancer, Cell biology, Drug discovery, Molecular biology

## Abstract

Pancreatic ductal adenocarcinoma (PDA) is a lethal malignancy with limited treatment options. Although metabolic reprogramming is a hallmark of many cancers, including PDA, previous attempts to target metabolic changes therapeutically have been stymied by drug toxicity and tumour cell plasticity. Here, we show that PDA cells engage an eIF4F-dependent translation program that supports redox and central carbon metabolism. Inhibition of the eIF4F subunit, eIF4A, using the synthetic rocaglate CR-1-31-B (CR-31) reduced the viability of PDA organoids relative to their normal counterparts. In vivo, CR-31 suppresses tumour growth and extends survival of genetically-engineered murine models of PDA. Surprisingly, inhibition of eIF4A also induces glutamine reductive carboxylation. As a consequence, combined targeting of eIF4A and glutaminase activity more effectively inhibits PDA cell growth both in vitro and in vivo. Overall, our work demonstrates the importance of eIF4A in translational control of pancreatic tumour metabolism and as a therapeutic target against PDA.

## Abstract (web summary)

Metabolic reprogramming is a hallmark of pancreatic ductal adenocarcinoma (PDA). Here, the authors show that in PDA cells redox and central carbon metabolism are driven by an eIF4F dependent translation program, and combined targeting of eIF4A and glutaminase can impact PDA proliferation.

## Introduction

Pancreatic ductal adenocarcinoma (PDA), a highly aggressive malignancy with limited treatment options, is now the third leading cause of cancer death in the United States^1^. Most PDA patients share common pathogenic lesions, including a high frequency of oncogenic *KRAS* mutations (90–95%) and the inactivation of certain tumour suppressors, such as *TP53*, *P16/INK4A*, and *SMAD4*^2,3^. Indeed, genetically-engineered mouse models (GEMMs) of PDA harbouring the *Kras*^*LSL-G12D*^, *Trp53*^*LSL-R172H*^, and *Pdx1-cre* (KPC) alleles recapitulate the complex histopathological features of human PDA^4^. Nonetheless, due to its low neoplastic cellularity, it remains challenging to study the molecular mechanisms underlying PDA. Using a three-dimensional organoid culture system that allows direct comparison between primary tumour cells and their normal, proliferating counterparts^5^, we previously showed that PDA is dependent on a KRAS-mediated increase in protein synthesis^6^. However, the repertoire of mRNAs that are translationally altered by oncogenic KRAS signalling remains unknown.

In most human cancers, the oncogenic signalling pathways that promote tumorigenesis also act to dysregulate protein synthesis^7^. For example, the PI3K/AKT/mTOR and MEK/Mnk signalling pathways both converge on eukaryotic initiation factor 4F (eIF4F) to promote cap-dependent mRNA translation^7,8^. It is widely acknowledged that a rate-limiting step of cap-dependent translation is the assembly of an active eIF4F complex^7^, high levels of which correlate with poor prognosis and drug resistance in various cancers^7,9^. eIF4F is a heterotrimeric complex consisting of the cap-binding protein eIF4E, the large scaffolding protein eIF4G, and the DEAD-box RNA helicase eIF4A^10^. The eIF4A helicase is required to unwind cap-proximal secondary structures within the mRNA 5′-UTR during scanning as a prelude to its association with the 43S preinitiation complex, in an ATP-dependent fashion^11^.

Given the diversity of downstream AKT/mTOR effectors, previous attempts to suppress translation in cancer cells therapeutically by targeting this pathway have yielded adverse phenotypes, such as compensatory increases in MAP kinase^12^ or receptor tyrosine kinase signalling^13^. Moreover, inhibition of mTORC1 using rapamycin leads to increased pancreatic tumorigenesis through the induction of extracellular protein uptake^14^. Therefore, direct targeting of the eIF4F complex has recently emerged as an attractive antineoplastic strategy. It is well established that the helicase activity of eIF4A is the predominant target of the rocaglates, a family of translation inhibitors that harbour a common cyclopenta[*b*]benzofuran skeleton produced exclusively by the *Aglaia* genus of angiosperms^15–19^. Here, we show that PDA organoids exhibit heightened sensitivity to the rocaglate CR-1-31-B (CR-31) relative to normal, proliferating ductal organoids. In addition, polysome profiling identified an oncogenic translation program in PDA organoids comprised of mRNAs involved in redox and central carbon metabolism. Indeed, we observe an increase in both glycolysis and oxidative phosphorylation in PDA organoids compared to their normal counterparts. Moreover, by disrupting this translation program, treatment of PDA cells with CR-31 induces an energy crisis and cell death. In vivo, CR-31 suppresses pancreatic cancer cell growth and improves the survival of pancreatic tumour-bearing mice. Thus, our study uncovers a previously unrecognized role for translation in PDA metabolic reprogramming, and provides a framework for targeting tumour-specific translation programs in the clinic.

## Results

### eIF4A is a therapeutic target in PDA

We previously showed that protein synthesis is elevated in pancreatic cancer cells in a redox-dependent manner^6^. Indeed, using a non-isotopic method to measure total in vivo protein synthesis (SUnSET)^20^, we observed markedly increased labelling of pancreatic ductal carcinoma cells relative to normal ductal cells (Supplementary Fig. 1a). Using murine pancreatic organoid cultures grown from ductal isolates of wildtype, normal (N), and *Kras*^*G12D*^*;p53*^*R172H*^-bearing tumour (KP) tissues^5,6^, we also detected elevated incorporation of *O*-propargyl-puromycin (OP-puro)^21^ into nascent polypeptides after a 30 min pulse in KP compared to N organoids (Supplementary Fig. 1b). Thus, protein synthesis is hyperactive in both organoid and in vivo models of PDA. These observations support the notion that cancer cells require an aberrantly activated translational state for survival and suggest that targeting translation might provide a favourable therapeutic index for pancreatic cancer^22^. To explore this possibility in PDA, we evaluated selective inhibition of the DEAD-box RNA helicase, eIF4A, using the rocaglate, CR-31 (Supplementary Fig. 1c)^16^.

Consistent with previous studies of rocaglates^16,23,24^, CR-31 substantially decreases the off-rate of eIF4A from polypurine-RNAs in the presence of ATP or AMP-PNP (Supplementary Fig. 1d), thus confirming its inhibitory effect on eIF4A. When N and KP organoids were treated with CR-31 for 1 h, we found that N organoids were minimally affected (Fig. 1a), while a striking dose-dependent decrease in nascent protein synthesis was observed in KP organoids as measured by either [^35^S]-methionine (Supplementary Fig. 1e) or OP-puro (Fig. 1a) incorporation. Consistent with this observation, KP organoids exhibit higher sensitivity to CR-31 compared to N organoids in viability assays (Fig. 1b, Supplementary Fig. 1f), with a 10 fold decrease in half maximal inhibitory concentration (IC_50_) (Supplementary Figs. 1f, g). CR-31 is also cytotoxic towards a panel of patient-derived PDA cell lines, with similar IC_50_ values (Supplementary Fig. 1g, h). These results suggest that CR-31 is a potent inhibitor of PDA protein synthesis and survival in vitro.

**Fig. 1:**
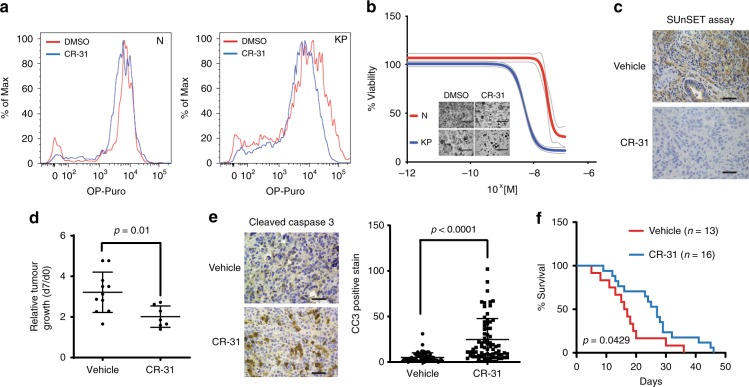
The eIF4A inhibitor CR-31 potently targets pancreatic ductal adenocarcinoma. **a** Normal (N), and *Kras*^*G12D*^*;p53*^*R172H*^ (KP) organoids were treated with 10 nM CR-31 for 60 min and compared to vehicle (DMSO). During the last 30 min, 10 μM *O*-propargyl-puromycin (OP-Puro) was supplemented into the media. Dissociated single cells were fixed, stained by CuAAC with Alexa488-azide and the level of OP-Puro conjugation within polypeptide chains was quantified by flow cytometry. **b** Cell viability of N and KP organoids upon a 72 h treatment with increasing concentrations of CR-31. Dotted lines indicate 95% confidence intervals (*n* = 5). Inset shows representative images of organoids treated with 10 nM CR-31 for 72 h. Scale bars, 1000 μm. **c** SUnSET assay of representative PDA tumours from mice following 7 daily treatments with vehicle (5.2% PEG-400/5.2% Tween80) or 0.2 mg kg^−1^ CR-31. Mice were euthanized for tissue collection 2 h after the final treatment with vehicle or CR-31 and 30 min after 40 nmol g^−1^ puromycin injection. Scale bars, 50 μm. **d** Relative tumour volume of PDA-bearing mice after 7 daily treatments with 0.2 mg kg^−1^ CR-31 or vehicle. Relative growth was estimated by comparison of tumour volume 7 days post injection to that at pre-enrolment (day 0) by ultrasound imaging. Data are mean +/– S.D. Student’s *t*-test. (*n* = 11, vehicle; *n* = 7, CR-31). **e** Immunohistochemistry of cleaved caspase 3 (left) in representative tumours from mice treated daily for 7 days with vehicle or 0.2 mg kg^−1^ CR-31 together with quantification of cleaved caspase 3 (right) from *n* ≥ 7 fields of view. Data are mean +/–S.D. Student’s *t*-test. Tissues were harvested 2 h post final treatment. Scale bars, 50 μm. **f** Kaplan–Meier survival analysis for *Kras*^*G12D*^*;p53*^*R172H*^*;PdxCre* (KPC) mice treated daily with vehicle (*n* = 13) or 0.2 mg kg^−1^ CR-31 (*n* = 16). Mantel-Cox (log rank) test. Source data are provided as a Source Data file

Encouraged by our in vitro observations, we tested the effects of CR-31 using a murine orthotopic transplant model of PDA. When tumour diameters reached 7–9 mm by ultrasound imaging, mice were randomly assigned into treatment groups with either CR-31 or vehicle, following a dosage regimen previously reported to exert no toxicity towards cells of hematopoietic origin^16^. At this dose, CR-31 effectively inhibited protein synthesis (Fig. 1c) and growth (Fig. 1d) of pancreatic tumours. The effect of CR-31 was cytotoxic instead of cytostatic, as evidenced by a 5 fold increase in immuno-staining of cleaved caspase 3 (Fig. 1e) but not phospho-histone H3 (Supplementary Figs. 1i, j). Importantly, this dosage regimen did not induce measurable changes in body weight (Supplementary Fig. 2a) or in circulating levels of liver (Supplementary Fig. 2b) or pancreatic (Supplementary Fig. 2c) enzymes. Gender-balanced cohorts of non-tumour-bearing C57Bl/6J mice given the same treatment for 12 days also displayed no changes in body weight (Supplementary Fig. 2d), circulating levels of liver enzymes (Supplementary Fig. 2e) or tissue histology (Supplementary Fig. 2f). In contrast to pancreatic tumours (Fig. 1e), CR-31 treatment did not induce caspase 3 cleavage in the healthy pancreas even after 12 days of treatment (Supplementary Fig. 2g). Finally, in the autochthonous KPC model^4^, CR-31 improved survival compared to vehicle-treated controls (Fig. 1f). Collectively, these results suggest that CR-31-mediated eIF4A inhibition can suppress PDA growth without inducing measurable systemic toxicity in vivo. eIF4A may therefore represent an attractive therapeutic target for PDA.

### CR-31 modulates mRNA-selective translation in PDA

We next sought to decipher the mechanisms underlying the enhanced sensitivity of PDA to CR-31. Given that the PI3K/AKT/mTOR and MEK/MNK/eIF4E signalling pathways can regulate both global and mRNA-selective translation via modulation of eIF4F-complex formation^25–27^, we first examined whether signalling through these pathways can be modulated by CR-31 treatment. We did not observe quantitative decreases in the phosphorylation status of proteins in the PI3K (AKT, mTOR, S6, 4EBP) and MEK (eIF4E) cascades in either murine (Supplementary Fig. 3a, b, d) or human (Supplementary Fig. 3c) PDA cells after 1 h or 5 h of CR-31 treatment. Interestingly, N organoids exhibited an increase in phospho-S6 at both time points, but without a corresponding change in phospho-4EBP1 levels (Supplementary Fig. 3a, d). We also noted a transient induction of eIF4E phosphorylation in CR-31-treated KP organoids which subsided at 5 h post treatment (Supplementary Fig. 3b, d), though these changes were not observed in patient-derived PDA cell lines (Supplementary Fig. 3c). These results indicate that inhibition of translation upon CR-31 treatment is not due to an indirect suppression of the PI3K/AKT/mTOR or MEK/MNK/eIF4E signalling pathways. Notably, acute CR-31 treatment did not induce phosphorylation of eIF2α (Supplementary Fig. 3e), thereby precluding a primary role for the integrated stress response in CR-31-mediated suppression of translation^28^.

The eIF4F complex sits at the junction of several potent oncogenic pathways including, most notably, c-MYC. As translation of c-MYC mRNA is highly eIF4F-dependent^7^, we asked whether the cytotoxic effect of CR-31 on pancreatic tumours in vivo is due to a reduction of c-MYC expression. While CR-31 treatment suppresses tumour growth in vivo (Fig. 1d), these tumours, collected 2 h after final treatment, do not exhibit a decrease in c-MYC protein levels (Supplementary Fig. 3f). Thus, we reasoned that reduced c-MYC expression is not a driver of the tumour suppressive activity of CR-31 in PDA cells. Therefore, we asked whether selective alterations in the translation efficiency of other transcripts might underlie the observed differences in response to CR-31. To this end, we performed polysome profiling to compare the effects of CR-31 on the translatomes (i.e., the pool of efficiently translated mRNAs) of N and KP organoids (Supplementary Fig. 4a). 

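N organoids, which are cultures of normal mouse pancreas cells, and KP organoids, which are cultures of mouse pancreatic tumour cells, were treated for 1 h with vehicle or with 10 nM CR-31, an inhibitor of the RNA helicase eIF4A. Each of the 4 groups had 3 replicates, and each of the 12 lysates gave a library of polysome-associated mRNA and a library of total mRNA. The authors counted the reads of these 24 libraries on coding genes and deposited the counts without normalization, beside RPKM values that were not used in a test. The median number of counted reads per library of polysome-associated mRNA was 93639639 (range 75799146 to 139073081) in vehicle-treated N, 98295400 (range 47308461 to 267463046) in CR-31-treated N, 92197075 (range 87537853 to 193500321) in vehicle-treated KP and 98629876 (range 97697844 to 101445202) in CR-31-treated KP organoids. For total mRNA it was 131290991 (range 115442314 to 144504307) in vehicle-treated N, 82695543 (range 72077342 to 104524269) in CR-31-treated N, 106274221 (range 86264727 to 122631871) in vehicle-treated KP and 118034448 (range 113995692 to 167384903) in CR-31-treated KP organoids. Replicate libraries of a group differed by far more than sampling noise, with a chi-square statistic per gene of 251 to 1512 where noise alone gives about 1. Sampling noise therefore adds little to the spread between replicates of well-counted genes. No lane held libraries of both N and KP organoids, so a difference between KP and N cannot be told apart from a difference between lanes. Within N, vehicle replicates 1 and 2 shared a lane with CR-31 replicate 1, and vehicle replicate 3 shared the other lane with CR-31 replicates 2 and 3. The KP libraries were divided between 2 runs in the same way.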

During polysome profiling, efficiently translated mRNAs (associated with ≥3 ribosomes) were isolated and quantified. Anota2seq^29^ was used to compare the changes in polysome-associated mRNAs to the total transcript levels of each mRNA. 

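The counts were tested with the quasi-likelihood test of edgeR after TMM normalization, over the 11438 genes with a count above 0 in every library. Polysome-associated and total mRNA were each tested in a model of all 4 groups. A change in translational efficiency was tested as the interaction of mRNA fraction and group in a single model of both kinds of library, with the lysate as a block. Genes were called at an adjusted p under 0.25 (Benjamini-Hochberg), the threshold that the study used. The regression of polysome-associated on total mRNA, the form of test that Anota2seq uses, was run as an alternative. The replicate number was not part of the models and was added as a block in further alternatives, within each organoid type or shared between them. These choices set how many genes are called.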

Given that altered levels of total mRNA will also impact the pool of polysome-associated mRNA, this allows the identification of bona fide changes in translation efficiency. Through this analysis, we identified strong differences between the translatomes of vehicle-treated N and KP organoids (Fig. 2a). 

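In polysome-associated mRNA, 2392 genes were higher and 2538 lower in vehicle-treated KP than in vehicle-treated N organoids (adjusted p under 0.25 from edgeR's quasi-likelihood test, n = 3 each), and 1743 of the 11438 genes passed an adjusted p of 0.05. In total mRNA, 1494 genes were higher and 1764 lower, and 1028 passed 0.05. The median size of the log2 fold change was 0.49 in polysome-associated and 0.37 in total mRNA. For translational efficiency the smallest adjusted p was 0.433, so 0 genes were called, while 1296 genes had an unadjusted p under 0.05. The regression on total mRNA called 559 genes higher and 549 lower in translational efficiency without a block. Under upper-quartile normalization, the median log2 fold change of all genes in polysome-associated mRNA moved from -0.034 to -0.13, and the share of higher genes among those called from 48.5% to 39.8%. Replicate 3 of N bore on translational efficiency, where leaving out both of its lysates gave 2289 higher and 1808 lower genes by the interaction test. Leaving out replicate 1 of KP lowered the count in polysome-associated mRNA to 2812, and leaving out its vehicle-treated lysate lowered that in total mRNA to 1610.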

Consistent with the oncogenic activity of the eIF4F complex in cancer cells, transcripts previously shown to exhibit eIF4E-dependent translation^30^ (eIF4E-signature) are translationally activated in KP relative to N organoids (Supplementary Fig. 4b). 

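In polysome-associated mRNA, 0 genes passed an adjusted p of 0.25 with CR-31 in N organoids and 0 in KP organoids (edgeR's quasi-likelihood test, n = 3 each). An unadjusted p under 0.05 was found for 48 genes in N and 406 in KP. In total mRNA 0 genes passed in either, with 297 at an unadjusted p under 0.05 in N and 109 in KP. In translational efficiency 0 genes passed as well, with 328 at an unadjusted p under 0.05 in N and 627 in KP. The median size of the log2 fold change in polysome-associated mRNA was 0.14 in N and 0.23 in KP. TMM makes these changes relative to the other mRNAs of a library, so a loss from polysomes shared by all mRNAs would not show. The paper reports lower nascent protein synthesis with CR-31 in KP organoids and little effect in N. These values cannot test that. When the replicate number was a block within each organoid type, 2213 genes passed in polysome-associated mRNA of KP organoids, 949 of them higher and 1264 lower. In N 0 genes passed, where 419 had an unadjusted p under 0.05. The regression on total mRNA with the same block called 635 genes with higher and 736 with lower translational efficiency in KP, and 0 in N, where 557 had an unadjusted p under 0.05. The difference between the effects of CR-31 in KP and in N was itself tested, and 0 genes passed in polysome-associated mRNA without the block (258 at an unadjusted p under 0.05) or with it (1623 at an unadjusted p under 0.05). Replicate 3 of N differed from the others. Its changes with CR-31 in polysome-associated and in total mRNA were correlated across genes with an r of -0.74, against 0.49 and 0.24 in N replicates 1 and 2, where genes are not independent replicates. With both lysates of N replicate 3 left out, the test with the block called 1721 genes in polysome-associated mRNA of N, 6276 in KP and 3088 for the difference, and 5272 in translational efficiency of KP, so with the block the count of 0 in N rests on that replicate.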

Interestingly, while CR-31 treatment has minimal impact on the N translatome (Fig. 2b, Supplementary Data 1), it induces marked changes in the KP translatome (Fig. 2c, Supplementary Data 2). Consistently, the eIF4E-signature is translationally suppressed by CR-31 only in KP (Supplementary Fig. 4c), but not in N organoids (Supplementary Fig. 4d). Strikingly, upon CR-31 treatment, the subset of mRNAs that are translationally activated in KP relative to N organoids revert towards their translational state in N organoids, such that the translatome of CR-31-treated KP organoids resembles that of vehicle-treated N organoids (Fig. 2d, Supplementary Data 3). In contrast, translation of this mRNA subset is unaffected upon CR-31 treatment in N organoids (Fig. 2e). 

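Supplementary Data 2 lists the mRNAs that the study found suppressed or activated by CR-31 in KP organoids, of which 1168 suppressed and 1057 activated mRNAs were among the tested genes. In vehicle-treated KP against vehicle-treated N organoids, the median log2 fold change of polysome-associated mRNA of the suppressed mRNAs lay 0.67 above that of the 9213 other genes, and 0.58 to 0.74 above it when lysates were left out in turn. That of the activated mRNAs lay at -0.57 relative to the other genes, and at -0.67 to -0.50 when lysates were left out. A 2-sided permutation test across genes gave p = 1e-05 for each shift, the smallest that 100000 resamples can give, and an adjusted p of 1.2e-05 over the 6 shifts tested, although genes are not independent replicates. Both comparisons use the same vehicle-treated KP libraries, so they share chance values. When KP against N and CR-31 in KP were computed from different vehicle-treated KP lysates, in 6 ways, and the lists were drawn anew from the latter, the shift of the suppressed list was 0.34 to 0.70 (median 0.50) and that of the activated list -0.45 to -0.15 (median -0.33). Across all 11438 genes, the changes in polysome-associated mRNA with CR-31 in KP and in KP against N were correlated with an r of -0.35. Unchanged groups simulated against the same vehicle-treated KP libraries gave an r of -0.53 to -0.48 in 20 simulations. Shared libraries can thus give a negative correlation of this size. Vehicle and CR-31 libraries of KP went together by replicate, however (r of 0.78 to 0.85 in polysome-associated mRNA). What shared libraries give in groups paired in this way was not shown, so how much of the -0.35 comes from them stays open. With different vehicle-treated KP lysates the r was -0.42 to 0.13 (median -0.087). The CR-31 lysates paired with the vehicle lysates used for KP against N stayed in, which can raise this r, so it is no neutral value either. From the opposite shifts of the listed mRNAs, the paper concludes that CR-31 returns the translatome of KP organoids towards that of vehicle-treated N organoids.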

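In polysome-associated mRNA of N organoids, CR-31 shifted the suppressed mRNAs of Supplementary Data 2 by 0.090 relative to all other mRNAs (log2, 2-sided permutation test across genes, p = 1e-05, the smallest it can give). The shift was 0.027, -0.088 and 0.25 in N replicates 1, 2 and 3, so it was smaller than the spread between replicates (SD 0.17). The activated mRNAs were shifted by -0.012 (permutation test, p = 0.149), with 0.11, 0.11 and -0.27 in the replicates (SD 0.22). Without the CR-31-treated lysate of replicate 3, these shifts were -0.088 and 0.20. Without its vehicle-treated lysate they were 0.16 and -0.097, and without both lysates -0.017 and 0.11. With the replicate number as a block within each organoid type, the shift of the activated mRNAs was -0.046 (permutation test, p = 1e-05). In total mRNA of N organoids, the suppressed mRNAs were shifted by -0.16 (SD 0.086) and the activated mRNAs by 0.21 (SD 0.071), each in the same direction in 3 of 3 replicates (permutation tests, p = 1e-05 for both). Whether the shifts in N and in KP differ was not tested.

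**Figure D1:**
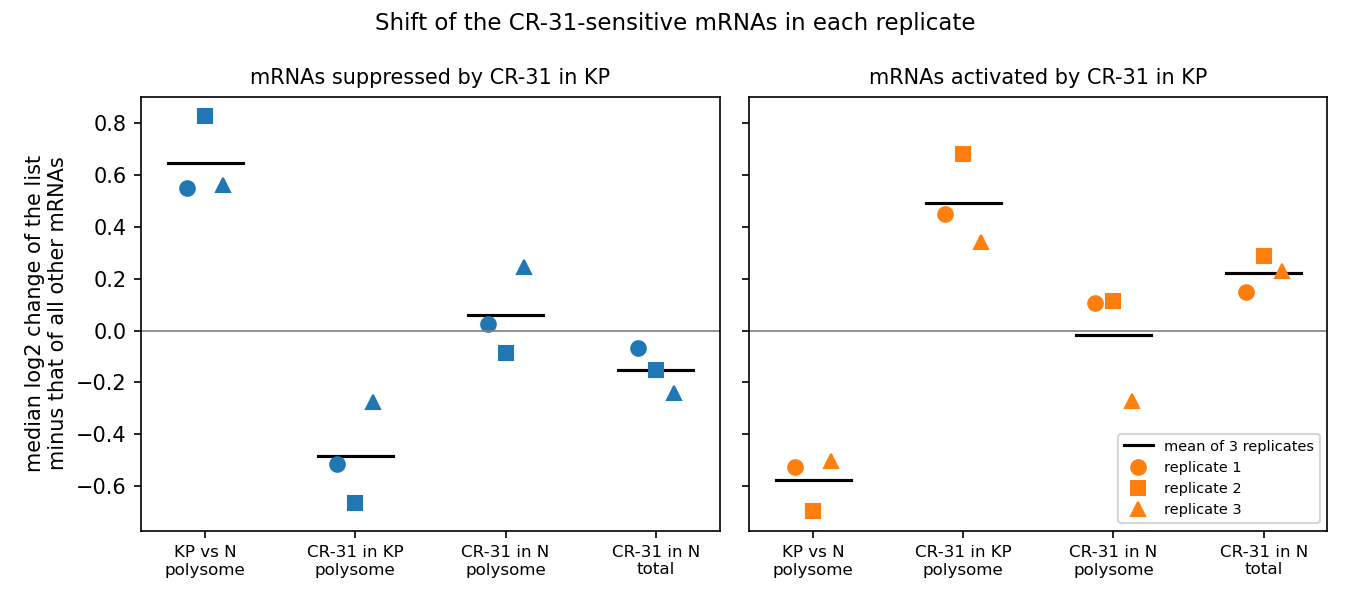
Median log2 change of the mRNAs listed as suppressed (left) or activated (right) by CR-31 in KP, minus that of all other mRNAs, on the y axis, for vehicle-treated KP against N and for CR-31 against vehicle in KP and N, on the x axis. Each point is a replicate and each bar the mean of 3. For KP against N each point is a vehicle-treated KP replicate against the mean of the 3 vehicle-treated N replicates, so the points hold no spread of N. The points for polysome-associated mRNA of N lie on both sides of 0, from -0.088 to 0.25 for the suppressed and from -0.27 to 0.11 for the activated mRNAs.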

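The gene of c-MYC, Myc, lies on the forward strand of chromosome 15 of GRCm38 from 61985391 to 61990374. In KP organoids, Myc had 101 ± 16.9 CPM (SD, n = 3) in polysome-associated mRNA with vehicle and 154 ± 34.4 (n = 3) with CR-31, a log2 fold change of 0.58 (standard error 0.45, adjusted p = 1.00 from edgeR's quasi-likelihood test). It was higher with CR-31 in 3 of 3 replicates, and the 2 groups did not overlap, which happens by chance for 10% of genes. In N organoids it had 82.9 ± 36.4 CPM with vehicle and 108 ± 80.1 with CR-31, a log2 fold change of 0.39 (standard error 0.45), which became -0.41 without the CR-31-treated lysate of replicate 1. Translational efficiency of Myc changed by -0.067 in KP (standard error 0.24, adjusted p = 0.892) and by -0.52 in N (standard error 0.24, unadjusted p = 0.048, adjusted p = 0.736). With the replicate number as a block within each organoid type, the rise in polysome-associated mRNA in KP passed the threshold (log2 fold change 0.58, edgeR, adjusted p = 0.21, against 0.00252 to 1.00 over all alternatives). The regression on total mRNA with that block gave a change of 0.63 in translational efficiency in KP (adjusted p = 0.641, against 0.641 to 1.00 over all alternatives).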

In line with our earlier observation, c-MYC is not amongst the mRNAs that are sensitive to CR-31 in N or KP organoids.

**Fig. 2:**
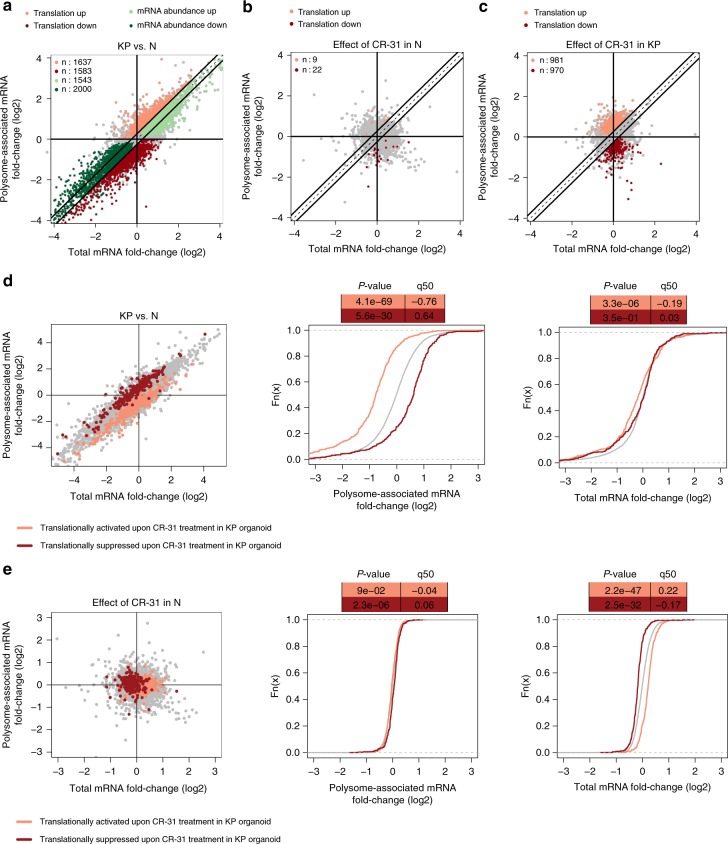
Tumour-selective modulation of translational efficiencies by CR-31. **a** Scatterplot of polysome-associated mRNA to total mRNA log2 fold-changes comparing vehicle-treated *Kras*^*G12D*^*;p53*^*R172H*^ (KP) to normal (N) organoids. The numbers of mRNAs with a change in translation efficiency (light red and dark red) or mRNA abundance (light green and dark green) are indicated (*n* = 3; positive log2 fold-change indicates higher translation/abundance in KP organoids). **b** Scatterplot of polysome-associated mRNA to total mRNA log2 fold-changes comparing N organoids treated with vehicle or 10 nM CR-31 for 1 h. The numbers of mRNAs with a change in translation efficiency (light red and dark red) are indicated (negative log2 fold-change indicates suppressed translation upon CR-31 treatment). **c** Scatterplot of polysome-associated mRNA to total mRNA log2 fold-changes comparing KP organoids treated with vehicle or 10 nM CR-31 for 1 h. The numbers of mRNAs with a change in translation efficiency (light red and dark red) are indicated (negative log2 fold-changes indicates suppressed translation upon CR-31 treatment). **d** Scatterplot of log2 fold-changes for polysome-associated mRNA and total mRNA (left), an empirical cumulative distribution (ecdf) of log2 fold-changes for polysome-associated mRNA (middle) and total mRNA (right) comparing KP and N organoids. Transcripts whose translation was activated (light red) or suppressed (dark red) upon CR-31 treatment in KP organoids (i.e. from (**c**)) are indicated for each plot. Wilcoxon rank-sum test p-values comparing regulation of subsets to background are indicated together with the log2 fold-changes difference between these subsets to the background at the 50th percentile (q50) of the ecdf. **e** Same representation as in panel **d** but examining differences in gene expression in N organoids upon CR-31 treatment. Source data are provided as a Source Data file

Factors required for efficient translation of an mRNA are determined in large part by diverse features of its 5′ untranslated region (UTR), including its length, secondary structure, and sequence motifs. Therefore, we next sought to identify RNA features associated with the effects of CR-31 on mRNA translation. Consistent with a recent report examining the 5′-UTRs of eIF4A-dependent mRNAs^31^, we did not observe an enrichment for (GGC)_4_ motifs, which are proposed to fold into G-quadruplexes, within the 5’-UTRs of mRNAs whose translation is suppressed by CR-31 (Supplementary Fig. 5a). 

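The longest annotated 5′-UTR of each gene was taken from GENCODE M21 on GRCm38, which gave 1153 of the 1168 suppressed mRNAs and 9074 other genes a sequence. The (GGC)4 motif occurred in 27 (2.34%) of the suppressed and in 272 (3.00%) of the other 5′-UTRs, a difference of -0.66 percentage points (2-sided Fisher's exact test across genes, p = 0.229, adjusted p = 0.286 over the 5 features tested). With the shortest annotated 5′-UTR of each gene, the motif was less frequent in the suppressed mRNAs, in 18 (1.56%) against 249 (2.74%), a difference of -1.18 percentage points (Fisher's exact test, p = 0.0181).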

We also did not observe an enrichment for polypurines^24^ in the 5′-UTRs of transcripts that are translationally suppressed in KP organoids after CR-31 treatment (Supplementary Fig. 5b). Instead, we found that transcripts which are negatively regulated by CR-31 treatment have slightly shorter 5′-UTRs (Supplementary Fig. 5c), exhibit an elevated GC content (Supplementary Fig. 5d), and are more structured (after adjustment of fold-energies for 5′-UTR lengths) than non-regulated transcripts (Supplementary Fig. 5e). Thus, the RNA helicase eIF4A supports an oncogenic translation program that is activated in pancreatic cancer cells and characterized by mRNAs with structured 5′-UTRs. 

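Purines made up a median of 50.6% of the 5′-UTR in the suppressed mRNAs and 50.8% in the other genes, a difference of -0.22 percentage points (2-sided permutation test across genes, p = 0.372, also after adjustment). Against other genes matched on mean expression, the difference was -0.092 percentage points (permutation test, p = 0.756). The longest run of purines was added after the 5 features were set. Its median was 7 nt in the suppressed mRNAs and 8 nt in the others (permutation test, p = 0.975). Against the matched genes the medians were again 7 nt and 8 nt (permutation test, p = 0.00068). With the shortest annotated 5′-UTRs they were 6 nt and 7 nt (permutation test, p = 5e-05). Runs are whole numbers with many ties, so these p-values depend on where the ties fall and do not decide whether runs differ. Runs were not adjusted for 5′-UTR length.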

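The median 5′-UTR length was 156 nt in the suppressed mRNAs and 181 nt in the other genes, a difference of -25 nt (2-sided permutation test across genes, p = 9e-05, adjusted p = 0.00015). The median GC content was 66.9% and 64.6%, a difference of 2.37 percentage points (permutation test, p = 1e-05, the smallest 100000 resamples can give, adjusted p = 2.5e-05). Folding energies were computed with ViennaRNA and adjusted for length by regression on the 5′-UTR length. The adjusted energy had a median of 1.35 kcal/mol in the suppressed mRNAs and 3.76 kcal/mol in the others, a difference of -2.41 kcal/mol (permutation test, p = 1e-05, adjusted p = 2.5e-05), where a lower energy means a more stable structure. Against genes matched on mean expression, the differences were -27 nt, 2.64 percentage points and -2.17 kcal/mol. All of these compare lists of genes, which are not independent replicates, and the list comes from the study's own test on the same libraries.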

Overall, our results indicate that while inhibition of eIF4A by CR-31 exhibits minimal impact on the translatome of N organoids, it effectively reprograms the translatome of KP organoids towards that of N organoids.

### PDA cells enhance translation of redox metabolism enzymes

To determine whether the subset of proteins whose synthesis is targeted by CR-31 in KP organoids represents particular biochemical processes, we performed KEGG pathway enrichment analysis using the gage R package^32^. Consistent with a previous study showing that eIF4E is critical for selective translation of mRNAs that control intracellular levels of reactive oxygen species (ROS) during cellular transformation^33^_,_ we observed translational activation of mRNAs involved in glutathione metabolism in KP relative to N organoids (Fig. 3a, Supplementary Fig. 6). 

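The 53 tested genes of the glutathione metabolism heatmap (Fig. 3a) were taken as a set, and 18 tests of this and the oxidative phosphorylation set were adjusted together. In polysome-associated mRNA, 39 of the 53 genes were higher in KP than in N organoids, with a median log2 fold change of 0.49. Of these genes, 21 were called higher and 4 lower over all genes tested, or 23 and 4 adjusted over the list alone. In total mRNA the median was 0.55, with 37 genes higher, of which 24 were called higher and 6 lower, or 26 and 9 adjusted over the list alone. The study picked the pathway on these libraries, so the counts adjusted over the list alone are not independent evidence. In translational efficiency the median was 0.16, with 38 genes higher. Camera, a test of a set against all other genes, gave an adjusted p of 3.35e-06, 3.35e-06 and 0.041 for the 3 measures with its preset correlation between genes. Under fry, which tests the set on its own, polysome-associated and total mRNA held (adjusted p = 0.00359 for both) and translational efficiency did not (adjusted p = 0.488), and with an estimated correlation none of these calls held (adjusted p = 0.23, 0.14 and 0.631). Without the vehicle-treated lysate of N replicate 2, the median for translational efficiency was -0.00055.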

Importantly, the translation of several of these mRNAs is selectively downregulated in KP organoids upon CR-31 treatment (Fig. 3a, Supplementary Fig. 6). These results suggest that maintenance of redox homeostasis is an oncogenic activity of the eIF4F complex that can be targeted using CR-31.

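With CR-31, the median log2 fold change of the glutathione set in polysome-associated mRNA was -0.17 in KP organoids, where 14 of the 53 genes were higher (camera, adjusted p = 0.0241, fry, adjusted p = 0.424). It was -0.18, -0.23 and 0.017 in KP replicates 1, 2 and 3. In N organoids the median was -0.0021 (camera, adjusted p = 0.0957), with 0.021, 0.080 and -0.33 in the replicates. In translational efficiency it was -0.23 in KP (camera, adjusted p = 0.00549, fry, adjusted p = 0.479) and -0.13 in N (camera, adjusted p = 0.168). Left-out lysates moved the median in KP to between -0.28 and -0.087 in translational efficiency, where it was nearest to 0 without KP replicate 1. They moved it to between -0.27 and -0.11 in polysome-associated mRNA, and there it did not pass without KP replicate 2 (-0.11) or without either vehicle replicate 1 or CR-31 replicate 2 of KP. With an estimated correlation no change of the set with CR-31 passed. That test and fry were taken from models without the replicate number, which leave the spread between paired cultures in the error. The difference between KP and N in the effect of CR-31 was -0.080 in polysome-associated mRNA (camera, adjusted p = 0.35 over 9 such tests) and -0.098 in translational efficiency (adjusted p = 0.333), so a difference between them was not detected. The call in polysome-associated mRNA of KP was lost without the 13 genes that have near-identical copies, whose reads the counting could split or discard (median -0.15, adjusted p = 0.177).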

**Fig. 3:**
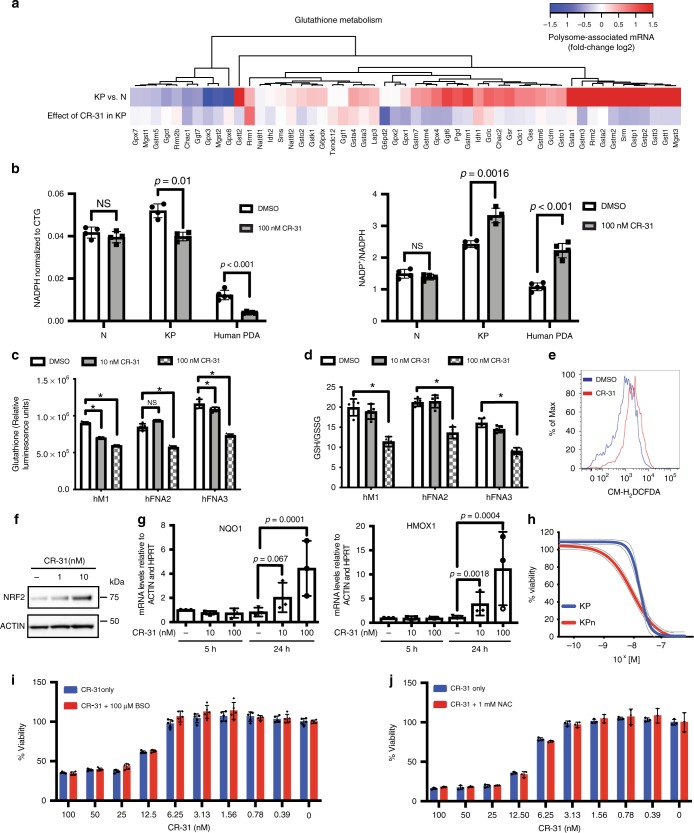
CR-31 translationally targets glutathione metabolism in PDA. **a** Heatmap of glutathione metabolism pathway proteins (KEGG database) showing fold-changes of polysome-associated mRNA. **b** Relative levels of NADPH normalized to viability based on CellTitre-Glo (CTG) assay (left) and ratio of NADP^+^ to NADPH (right) in organoids and patient-derived PDA lines upon treatment with vehicle (DMSO) or 100 nM CR-31 for 16 h. Data are mean +/–S.D. Student’s *t*-test, *n* = 4 (organoids), *n* = 5 (patient-derived lines). NS = not significant. **c** Relative levels of glutathione in patient-derived PDA lines upon treatment with vehicle or CR-31 for 24 h. Data are mean +/–S.D., Student’s *t*-test. *n* = 5, NS = not significant. *p < 0.05 compared to DMSO treatment. **d** Ratio of GSH to GSSG in patient-derived PDA lines upon treatment with vehicle or the indicated concentrations of CR-31 for 24 h. Data are mean +/–S.D., Student’s *t*-test, *n* = 5. *p < 0.05 compared to DMSO treatment. **e** ROS levels in KP organoids upon treatment with vehicle or 10 nM CR-31 for 16 h. Data are representative from three biological replicates. **f** NRF2 protein levels in KP organoids treated with CR-31 for 16 h. Actin, loading control. Representative image from 3 biological replicates. **g** mRNA expression of NRF2 target genes in 3 patient-derived PDA lines upon treatment with CR-31 for 5 or 24 h. Data are mean +/–S.D. Each data point plotted is average from every biological replicate. **h** Cell viability of KP and *Nrf2*-deficient KP (KPn) organoids upon a 72 h treatment with increasing concentrations of CR-31. Dotted lines indicate 95% confidence intervals, *n* = 5. **i** Cell viability of patient-derived PDA lines upon treatment with increasing concentrations of CR-31 in the presence or absence of 100 μM buthionine sulfoximine (BSO) for 72 h. Data are mean +/–S.D., *n* = 5. **j** Cell viability of primary murine PDA lines upon treatment with increasing concentrations of CR-31 in the presence or absence of 1 mM of the ROS scavenger N-acetylcysteine (NAC) for 72 h. Data are mean +/–S.D., *n* = 3. Source data are provided as a Source Data file

The ratio of the ROS scavenger glutathione (GSH) to its oxidized form (GSSG) is a marker of oxidative stress. We found that several key enzymes involved in glutathione synthesis, as well as the production of NADPH (the cofactor that supports regeneration of GSH from GSSG), are translationally induced in KP organoids, and suppressed upon CR-31 treatment (Fig. 3a). Indeed, CR-31 treatment led to a significant decrease in NADPH, and a corresponding increase in the ratio of NADP^+^ to NADPH in KP, but not N (Fig. 3b) organoids. 

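Polysome-associated mRNA of 7 enzymes that make or reduce glutathione or supply NADPH was higher in KP than in N organoids by log2 fold changes of 0.35 to 0.97. Pgd (chromosome 4 of GRCm38, 149149991 to 149166771, reverse strand) had 205 ± 83.5 CPM (SD, n = 3) in N and 390.4 ± 35.0 in KP, a log2 fold change of 0.97 (standard error 0.29, adjusted p = 0.0401 from edgeR's quasi-likelihood test). Idh1 (chromosome 1, 65158616 to 65186500, reverse strand) had 146 ± 35.1 CPM in N and 227 ± 37.3 in KP, a log2 fold change of 0.68 (standard error 0.25, adjusted p = 0.0800). In both, every KP replicate lay above every N replicate. Gsr (0.89, standard error 0.39, adjusted p = 0.135, up to 0.416 over its alternatives) and Gss (0.65, standard error 0.32, adjusted p = 0.181, up to 0.709) also passed 0.25. Gss passed in 12 of its 26 alternatives, with log2 fold changes of 0.13 to 1.18, and Gsr in 20 of 26, with 0.56 to 1.42. Pgd passed in all 26, and Idh1 in 23 of 26 (adjusted p up to 0.301). Gclc (0.68, standard error 0.69, adjusted p = 0.525), Gclm (0.57, standard error 0.34, adjusted p = 0.26) and G6pdx (0.35, standard error 0.24, adjusted p = 0.324) did not pass. The counting could divide the reads of G6pdx with its copy G6pd2. Gclc ran from 0.23 to 1.57 over its alternatives and, like Gsr, was highest without the vehicle-treated lysate of N replicate 1. In translational efficiency the log2 fold changes of the 7 genes ran from -0.38 (Gclc) to 0.22 (Gclm), and the smallest adjusted p was 0.445. With CR-31 in KP organoids, polysome-associated mRNA changed by -0.25 for Pgd (standard error 0.28), lower in each of the 3 replicates, and by 0.31 for Idh1 (standard error 0.25), higher in each of the 3 replicates. The other 5 enzymes changed by -0.20 (Gsr) to 0.18 (Gclc), with an adjusted p of 1.00 for all 7. Idh1, Pgd and Gsr each passed in 1 of 28 alternatives (lowest adjusted p = 0.0346, 0.0935 and 0.195), and the others passed in none.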

Similar responses were observed in patient-derived PDA cell lines (Fig. 3b). Treatment of these PDA lines with CR-31 also led to a dose-dependent decrease in total GSH levels (Fig. 3c) and in the ratio of GSH to GSSG (Fig. 3d). Likewise, CR-31 treatment moderately increased the levels of ROS in KP organoids (Fig. 3e). The increase in ROS was also indicated by the accumulation of Nuclear factor erythroid-derived 2-like 2 (*NFE2L2/NRF2)*, a central regulator of redox control^34^ (Fig. 3f), and transactivation of its downstream target genes (Fig. 3g). While genetic ablation of *Nrf2* did sensitize KP organoids to CR-31 treatment (Fig. 3h), direct inhibition of glutathione synthesis using buthionine sulfoximine (BSO) did not phenocopy the effect of *Nrf2* ablation (Fig. 3i). The ROS scavenger N-acetyl-cysteine (NAC) also failed to alleviate the cytotoxicity of CR-31 in these cells (Fig. 3j). Thus, although eIF4A inhibition using CR-31 perturbs redox homeostasis, the cytotoxic effect of CR-31 is unlikely to be mediated by redox dysregulation.

### PDA translation program supports central carbon metabolism

Relative to the translatome of N organoids, we found that the most highly translated mRNAs in KP organoids encode proteins involved in oxidative phosphorylation (Supplementary Fig. 6). 

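The 90 tested genes of the oxidative phosphorylation heatmap (Fig. 4a) had a median log2 fold change of 0.64 in polysome-associated mRNA of KP against N organoids, and 78 of them were higher (camera, adjusted p = 4.92e-11, fry, adjusted p = 0.0268). Over all genes tested 59 of the 90 were called higher and 2 lower, and 64 and 5 adjusted over the list alone. In translational efficiency the median was 0.42 and 80 genes were higher (camera, adjusted p = 1.3e-11, fry, adjusted p = 0.166). For single genes of the set, 49 were called higher and 1 lower in translational efficiency adjusted over the list alone, which the study chose on these libraries, against 0 over all genes tested, of which 1296 had an unadjusted p under 0.05. With an estimated correlation between genes neither measure passed (camera, adjusted p = 0.502 for both). The median in polysome-associated mRNA was 0.56 to 0.81 and that of translational efficiency 0.22 to 0.56 when lysates were left out in turn. These genes have short coding sequences, with a median of 442.5 nt against 1383 nt for all tested genes. Random sets matched on coding sequence length had a median of 0.21 in polysome-associated mRNA.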

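In total mRNA the median log2 fold change of the 90 genes was 0.24 in KP against N organoids and 71 were higher, 21 of them called higher and 3 lower (camera, adjusted p = 0.00267, fry, adjusted p = 0.409, camera with an estimated correlation, adjusted p = 0.67). Of the 71 genes of complexes I to V alone, 66 were higher in polysome-associated mRNA, 58 of them called, with a median of 0.78, and 64 were higher in total mRNA, 20 of them called, with a median of 0.31. Their median change in translational efficiency was 0.45, with 67 higher. Ndufa3 (chromosome 7 of GRCm38, 3617373 to 3620327, forward strand), a subunit of complex I, had 118 ± 17.6 CPM (SD, n = 3) in polysome-associated mRNA of N and 216 ± 28.4 in KP organoids, a log2 fold change of 0.92 (standard error 0.24, adjusted p = 0.0254 from edgeR's quasi-likelihood test). Its total mRNA changed by 0.18 (standard error 0.26, adjusted p = 0.726) and its translational efficiency by 0.65 (standard error 0.23, adjusted p = 0.433). Sdhb (chromosome 4, 140961203 to 140979193, forward strand), a subunit of complex II, had 85.8 ± 39.2 CPM in N and 159 ± 47.4 in KP, a log2 fold change of 0.93 (standard error 0.33, adjusted p = 0.0733). Over 26 alternatives Sdhb ran from 0.35 to 1.37 there and passed in 23 (adjusted p up to 0.330). Its total mRNA rose by 0.49 (standard error 0.21, adjusted p = 0.167) and its translational efficiency by 0.44 (standard error 0.35, adjusted p = 0.605), and the latter was 0.85 without both lysates of N replicate 3.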

In fact, almost every protein component of the electron transport chain (ETC) is encoded by transcripts that are translationally activated in KP organoids (Fig. 4a), despite no apparent changes in mRNA levels (Fig. 4b). For example, expression of the Sdhb protein, a subunit in complex II, is upregulated in KP relative to N organoids (Supplementary Fig. 7a). In accordance with the translational activation of mRNAs encoding ETC components in KP organoids, we observed that at steady state, oxidative phosphorylation is elevated in KP relative to N organoids, as determined by the rate of mitochondrial oxygen consumption (OCR) (Supplementary Fig. 7b) and the percentage contribution of uniformly-labelled ^13^C_6_-glucose into citrate in the TCA cycle (Fig. 4c). 

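With CR-31 in KP organoids, the median log2 fold change of the 90 oxidative phosphorylation genes was -0.31 in polysome-associated mRNA, and 11 genes were higher (camera, adjusted p = 9.08e-08, fry, adjusted p = 0.409). In translational efficiency it was -0.29, and 16 genes were higher (camera, adjusted p = 3.61e-07, fry, adjusted p = 0.409). Polysome-associated mRNA of the set fell in 2 of 3 KP replicates, with medians of -0.36, -0.38 and 0.024, and the ratio of polysome-associated to total mRNA changed by -0.68, -0.21 and 0.043. In N organoids the set changed by 0.043 in polysome-associated mRNA (camera, adjusted p = 0.726), with -0.20, 0.045 and 0.11 in the replicates, and by 0.11 in translational efficiency (adjusted p = 0.0498). With the lane as a term it fell in polysome-associated mRNA of N by -0.11 (camera, adjusted p = 0.00409). The difference between KP and N was -0.31 in polysome-associated mRNA (camera, adjusted p = 1.09e-05 over 9 such tests, fry, adjusted p = 0.683). With an estimated correlation between genes neither the change in KP (adjusted p = 0.502) nor the difference (adjusted p = 0.536) passed. That test and fry were taken from models without the replicate number, which leave the spread between paired cultures in the error. Without both lysates of KP replicate 1, the medians in KP were -0.22 in polysome-associated mRNA and -0.077 in translational efficiency. Ndufa3 fell by 0.45 in polysome-associated mRNA of KP (standard error 0.23, edgeR's quasi-likelihood test, adjusted p = 1.00), lower in 3 of 3 replicates, and passed with the replicate block within each organoid type (adjusted p = 0.22, against 0.0213 to 1.00 over its alternatives). Sdhb fell by 0.42 (standard error 0.33, adjusted p = 1.00), higher in 1 of 3 replicates, and passed in 1 of 28 alternatives (lowest adjusted p = 0.080).

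**Figure D2:**
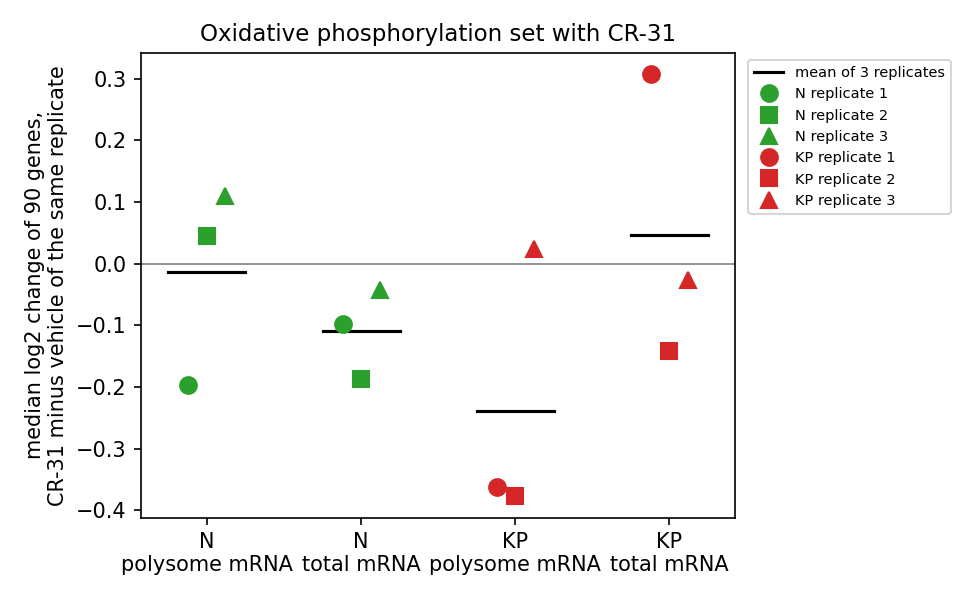
Median log2 change of the 90 oxidative phosphorylation genes with CR-31 against the vehicle-treated library of the same replicate, on the y axis, in polysome-associated and total mRNA of N and KP organoids, on the x axis. Each point is a replicate and each bar the mean of 3, and in polysome-associated mRNA of KP replicates 1 and 2 lie at -0.36 and -0.38 and replicate 3 at 0.024.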

Strikingly, KEGG pathway analysis shows that the translation of ETC transcripts is suppressed by CR-31 in KP organoids (Fig. 4a, Supplementary Fig. 6). We further confirmed by quantitative RT-PCR that mRNAs encoding proteins in complex I and II (Ndufa3 and Sdhb) show decreased polysome association in CR-31-treated KP organoids (Supplementary Fig. 7c). Although mitochondrial numbers are largely unaffected by CR-31 treatment, as determined by MitoTracker Green staining (Supplementary Fig. 7d), OCR was markedly decreased in a dose-dependent manner upon 5 h of CR-31 treatment in both KP organoids (Fig. 4d) and patient-derived PDA cell lines (Supplementary Fig. 7e), but to a much lower extent in N organoids (Fig. 4e). The resultant energy stress is also evident from the induction of phospho-AMPK in KP organoids (Supplementary Fig. 7f). In accordance with the polysome profiling data, expression of the *Saccharomyces cerevisiae* NADH dehydrogenase (ETC complex I) NDI1^35^ only partially rescued CR-31-induced suppression of oxidative phosphorylation in PDA cells (Supplementary Fig. 7g), indicating that CR-31 impacts multiple complexes of the ETC (Fig. 4a). Importantly, shRNA-mediated depletion of *eIF4A1* also suppressed oxidative phosphorylation in both murine (Supplementary Fig. 7h) and human (Supplementary Fig. 7i) PDA cells, confirming that the availability of eIF4A1 plays a role in the regulation of oxidative phosphorylation.

**Fig. 4:**
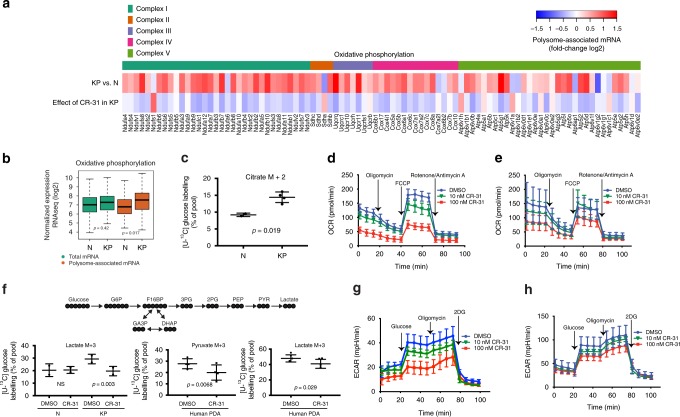
CR-31 translationally targets oxidative phosphorylation and glycolysis in PDA. **a** Heatmap of oxidative phosphorylation pathway proteins showing fold-changes of polysome-associated mRNA. **b** Boxplots of total and polysome-associated mRNA levels for transcripts encoding oxidative phosphorylation components. Horizontal line indicates the median; lower and upper box indicate the first and third quartiles. Whiskers extend from the box to the most extreme value but not further than +/−1.5 * inter-quartile range (IQR) from the box. Data exceeding the whiskers are plotted as points. **b** ^13^C_6_-glucose tracing of N (*n* = 2) and KP organoids (*n* = 4). M +2 labelled citrate is derived directly from ^13^C_6_-glucose. Data are mean +/– S.D., Student’s *t*-test. **c** Mitochondrial respiration reflected by oxygen consumption rate (OCR) was measured in KP organoids treated with vehicle or CR-31 for 5 h and following the addition of Oligomycin (1 μM), the uncoupler FCCP (0.5 μM), and the electron transport inhibitor Rotenone/Antimycin A (0.5 μM). Data are mean +/– S.D, *n* = 3. Data are representative from three biological replicates. **d** OCR was measured in N organoids treated with vehicle CR-31 for 5 h and following the addition of Oligomycin, FCCP, and Rotenone/Antimycin A. Data are mean +/– S.D. *n* = 5. Data are representative from three biological replicates. **e** Top, flow of heavy carbons through the glycolytic pathway. Bottom, ^13^C_6_-glucose tracing of two sets of N and KP organoids (left) and 4 patient-derived PDA cell lines (middle and right) upon treatment with vehicle or 100 nM CR-31 for 5 h. Data are mean +/– S.D., Student’s paired *t*-test. **f** Glycolysis reflected by extracellular acidification rate (ECAR) was measured in KP organoids treated with vehicle or CR-31 for 5 h and following addition of glucose (10 mM), Oligomycin (1 μM), and the glucose analog, 2-deoxyglucose, 2DG (50 mM). Data are mean +/– S.D., *n* = 3. Data are representative of three biological replicates. **g** ECAR was measured in N organoids treated with vehicle or CR-31 for 5 h and following addition of glucose, Oligomycin, and 2DG. Data are mean +/– S.D., *n* = 5. Data are representative of three biological replicates. Source data are provided as a Source Data file

Defective oxidative phosphorylation is expected to induce a metabolic shift towards aerobic glycolysis. As a consequence, cells treated with inhibitors of oxidative phosphorylation generally exhibit a heightened sensitivity to glucose deprivation^36^. However, we observed that PDA cells were not more sensitive to CR-31 under low glucose conditions (Supplementary Fig. 8a). This prompted us to investigate the impact of eIF4A inhibition on glycolysis in greater detail. Comparing N and KP organoids, we observed that KP organoids exhibit elevated levels of glycolysis, as determined by the extracellular acidification rate (ECAR) (Supplementary Fig. 8b) and the contribution of uniformly-labelled ^13^C_6_-glucose to lactate after 2 h of culture in ^13^C_6_-glucose (Supplementary Fig. 8c). The relative partitioning of glucose label between citrate in the TCA cycle and lactate, as determined by the ratio of lactate M + 3 to citrate M + 2, is also increased in KP organoids (Supplementary Fig. 8d). When KP organoids (Fig. 4f, Supplementary Fig. 8e, f) or patient-derived PDA cells (Fig. 4f) were treated with CR-31, global levels of intracellular and secreted lactate were reduced. Interestingly, this effect was much more potent in KP organoids than in N organoids (Fig. 4f). Consistent with the reduction of glycolysis in CR-31-treated PDA cells, we observed a decreased contribution of ^13^C_6_-glucose in all detectable upstream intermediates of the glycolytic pathway (Supplementary Fig. 8g). In an acute glycolytic stress test, CR-31 treatment for 5 h suppressed the ECAR of KP organoids (Fig. 4g) and patient-derived PDA cell lines (Supplementary Fig. 8h) in a dose-dependent manner. CR-31 also impacted N organoids in an acute glycolytic stress test, but to a lower extent (Fig. 4h).

Given the above observations, we first examined the expression levels of various glycolytic enzymes. Since CR-31 treatment up to 24 h did not consistently decrease the expression of these enzymes at either the mRNA (Supplementary Fig. 9a) or the protein level (Supplementary Fig. 9b), it is unlikely that CR-31 suppresses glycolysis by perturbing the expression of these proteins. As oncogenic KRAS maintains PDA by regulating anabolic glucose metabolism^37,38^, we also asked whether CR-31 impairs glycolysis by directly suppressing KRAS levels. However, neither murine (Supplementary Fig. 10a, b) nor human (Supplementary Fig. 10c, d) PDA cells exhibit a decrease in KRAS expression level following CR-31 treatment. In fact, there seems to be a transient induction of KRAS expression after 1 h of CR-31 treatment, which subsides at later timepoints (Supplementary Fig. 10a–d). Collectively, our data indicate that the metabolic alterations occurring upon CR-31 treatment cannot be attributed to suppression of either KRAS or the glycolytic proteins examined.

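Slc2a6, the gene of a glucose transporter (chromosome 2 of GRCm38, 27021363 to 27027998, reverse strand), had 27, 8 and 136 counts in the polysome-associated libraries of vehicle-treated KP replicates 1, 2 and 3, and 4, 4 and 10 counts with CR-31. Its log2 fold change was -3.36 (standard error 1.22, unadjusted p = 0.0171, adjusted p = 1.00 from edgeR's quasi-likelihood test), lower in 3 of 3 replicates, and that of its translational efficiency -3.66 (standard error 0.96, adjusted p = 0.529). Without the vehicle-treated lysate of replicate 3, whose polysome library also held 487 counts of the leukocyte gene Lsp1 against 0 in the other vehicle-treated KP polysome libraries, the changes were -0.98 and -2.08. Lsp1 was picked out after its counts were seen. In N organoids Slc2a6 changed by 0.025 (standard error 1.10), and by -0.54 with the lane as a term. Gapdh (chromosome 6, 125161715 to 125166467, reverse strand) had 1409 ± 149 CPM (SD, n = 3) with vehicle and 1033 ± 188 with CR-31 in KP, a log2 fold change of -0.48 (standard error 0.37, adjusted p = 1.00), with every CR-31 replicate below every vehicle replicate. Reads of its processed copies could be shared with it. Eno2 (chromosome 6, 124760053 to 124769673, reverse strand) had 19 to 80 counts with vehicle and 9 to 22 with CR-31 in KP. This gave a log2 fold change of -1.51 (standard error 0.94, adjusted p = 1.00), and -0.39 without the vehicle-treated lysate of replicate 3. Eno3 (chromosome 11, 70657202 to 70662513, forward strand) had 140 to 371 counts with vehicle and 155 to 181 with CR-31. It changed by -0.26 in polysome-associated mRNA (standard error 0.42, adjusted p = 1.00) and by -0.63 in translational efficiency (standard error 0.30, unadjusted p = 0.0583, adjusted p = 0.529). With the replicate block within each organoid type, polysome-associated mRNA in KP passed for Slc2a6 (-2.83, adjusted p = 0.192, against 0.0029 to 1.00 over its alternatives), Gapdh (-0.49, adjusted p = 0.204, against 0.0154 to 1.00) and Eno2 (-1.25, adjusted p = 0.201, against 0.0483 to 1.00). It did not for Eno3 (-0.25, adjusted p = 0.532, against 0.359 to 1.00). In N organoids polysome-associated mRNA changed by -0.26 for Gapdh (standard error 0.37), -0.14 for Eno2 (standard error 0.90) and 0.16 for Eno3 (standard error 0.42). The differences between KP and N were -3.38 for Slc2a6 (standard error 1.62, unadjusted p = 0.0581), -0.22 for Gapdh (standard error 0.52), -1.37 for Eno2 (standard error 1.30) and -0.42 for Eno3 (standard error 0.59). None of the 4 passed (adjusted p = 0.999 for each). Eno1 shares its entry with its copy Eno1b and was not tested.

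**Figure D3:**
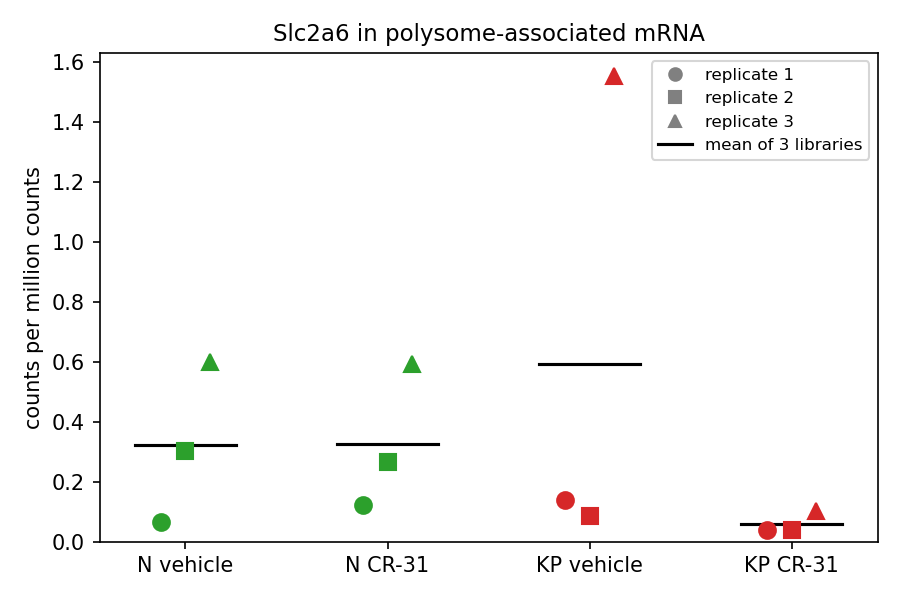
CPM of Slc2a6 (of all counted reads of the library) in polysome-associated mRNA, on the y axis, of N and KP organoids with vehicle or CR-31, on the x axis. Each point is a library and each bar the mean of 3, and the library of vehicle-treated KP replicate 3 lies at 1.55, above all 11 others, of which the highest lies at 0.598.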

Upon manual inspection of our polysome profiling data, we found several enzymes involved in glucose transport and metabolism to be targets of CR-31. For example, in KP organoids, but not N organoids, a 1 h treatment with 10 nM CR-31 markedly reduced the levels of polysome-associated mRNAs encoding the glucose transporter *Slc2a6*, and the glycolytic enzymes *GAPDH*, *Enolase 2*, and *Enolase 3* (Fig. 5a). Of these, however, only the SLC2A6 glucose transporter displayed a clear decrease in steady-state protein levels after CR-31 treatment in KP organoids (Fig. 5b, Supplementary Fig. 11a) and patient-derived PDA cell lines (Fig. 5c). This is likely due to the relatively shorter half-life of this transporter compared to the long-lived GADPH and ENOLASE enzymes (Supplementary Fig. 11b). In accordance with this observation, we found that CR-31 treatment decreased glucose uptake in a dose-dependent fashion (Fig. 5d). These results were validated in vivo by FDG-PET analysis of PDA orthotopic transplants, which revealed a marked reduction in tumour glucose uptake relative to muscle after CR-31 treatment as compared to vehicle controls (Fig. 5e, f).

**Fig. 5:**
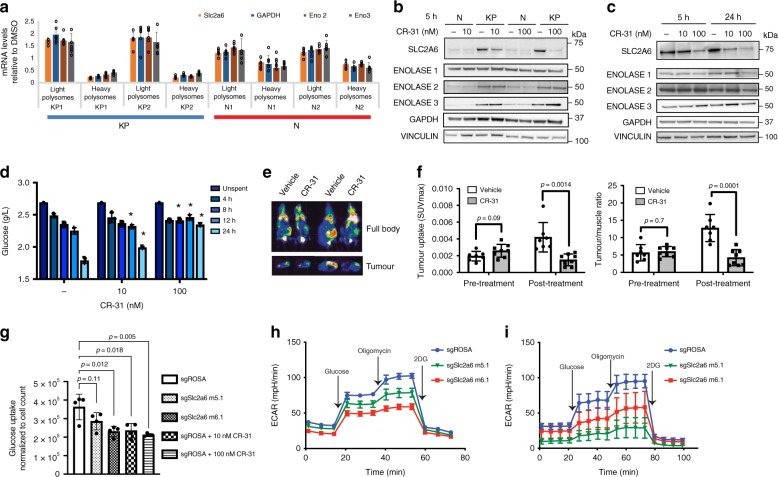
CR-31 translationally targets glucose uptake in PDA. **a** Levels of transcripts encoding glycolytic proteins in light (<3 ribosomes) or heavy (≥3 ribosomes) polysome fractions from N or KP organoids treated with 10 nM CR-31 for 1 h relative to vehicle. Data are mean +/− S.D. *n* = 6. **b** Immunoblot analysis of SLC2A6, ENOLASE 1, ENOLASE2, ENOLASE 3, and GAPDH in N and KP organoids upon vehicle or CR-31 treatment for 5 h. Vinculin, loading control. **c** Immunoblot analysis of SLC2A6, ENOLASE1, ENOLASE2, ENOLASE3, and GAPDH in patient-derived PDA lines upon vehicle or CR-31 treatment. VINCULIN, loading control. **d** Glucose concentration in media spent from KP organoids upon treatment with vehicle or CR-31. Data are mean +/− S.D., Student’s *t*-test, *n* = 3. *p < 0.05, compared to DMSO treatment at the same timepoint. **e** Representative ^18^F-FDG-PET images of pancreatic tumours from mice after 24 h of treatment with vehicle or CR-31. Top, coronal view; bottom, transverse view. **f** Tumour uptake plots comparing initial metabolic activity before and after treatment with vehicle or CR-31. Left, maximum standardized uptake value (SUV)_max_ of tumour. Right, ratio of (SUV)_max_ in tumour compared to muscles. Data are mean +/− S.D., Student’s *t*-test. *n* = 7, Vehicle; *n* = 8, CR-31. **g** Glucose uptake comparing Cas9-expressing murine PDA cell lines transduced with sgRNAs targeting the *ROSA* locus (sg*ROSA*) or against different regions of the *Slc2a6* gene (sg*Slc2a6*). Data are mean +/− S.D., normalized to cell numbers. Student’s *t*-test, *n* = 4. **h** ECAR was measured in equal numbers of Cas9-expressing primary murine PDA cell lines transduced with sgRNAs targeting the *ROSA* locus (sg*ROSA*) or different regions of the *Slc2a6* gene (sg*Slc2a6*). ECAR was measured following the addition of glucose, Oligomycin, and 2DG. Data are mean +/− S.D., *n* = 5. **i** ECAR was measured in equal numbers of Cas9-expressing KP organoids transduced with sgRNAs targeting the *ROSA* locus (sg*ROSA*) or different regions of the *Slc2a6* gene (sg*Slc2a6*). ECAR was measured following the addition of glucose, Oligomycin, and 2DG. Data are mean +/− S.D., *n* = 6. Source data are provided as a Source Data file

Elevated glucose uptake in cancer cells is traditionally attributed to the glucose transporters SLC2A1 and SLC2A3^39^. However, these transporters were not identified as CR-31-sensitive transcripts by polysome profiling. 

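Slc2a1 (chromosome 4 of GRCm38, 119108711 to 119137983, forward strand) had 186 ± 42.5 CPM (SD, n = 3) in polysome-associated mRNA of KP organoids with vehicle and 215 ± 32.1 with CR-31, a log2 fold change of 0.18 (standard error 0.35, adjusted p = 1.00 from edgeR's quasi-likelihood test). Over 28 alternatives Slc2a1 ran from 0.055 to 0.40 there and passed in 1 (lowest adjusted p = 0.205). Its translational efficiency changed by -0.18 (standard error 0.28, adjusted p = 0.738), lower in 3 of 3 replicates. The regression on total mRNA with the replicate block within each organoid type gave 0.41 instead (adjusted p = 0.636, against 0.338 to 1.00 over its alternatives). In N organoids the change in polysome-associated mRNA was 0.083 (standard error 0.35). Slc2a3 had 3 to 49 counts in the vehicle-treated and 3 to 12 in the CR-31-treated polysome libraries of KP, and 0 counts in a total library of N, so it was not among the tested genes.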

Consistently, minimal changes were observed in the expression of these transporters in whole cell lysates (Supplementary Fig. 9b) and at the membrane level (Supplementary Fig. 11c, d). We therefore asked if impaired glucose metabolism in CR-31 treated cells might be attributed to the less characterized glucose transporter, SLC2A6. To evaluate the contribution of SLC2A6 to glucose uptake in PDA cells, we perturbed *Slc2a6* expression using two independent sgRNAs (Supplementary Fig. 11e, f). Compared to cells expressing a control sgRNA targeting the ROSA locus, sg*Slc2a6* expression decreased glucose uptake (Fig. 5g) and glycolysis in murine PDA cell lines (Fig. 5h) and in KP organoids (Fig. 5i). Collectively, our data suggest that CR-31 suppresses glycolysis in PDA cells in part by suppressing the translation of the mRNA encoding glucose transporter SLC2A6. As a consequence, CR-31 inhibition of SLC2A6 translation blunts the compensatory glycolytic program that is normally engaged by cancer cells subjected to ETC inhibition^36^.

### CR-31 induces a dependency on reverse glutaminolysis

As described above, CR-31 treatment of PDA cells inhibits translation of multiple factors implicated in oxidative phosphorylation and glycolysis. However, polysome profiling also identified a distinct subset of mRNAs that are translationally upregulated upon CR-31 treatment in KP organoids (Fig. 2c). While many of these mRNAs are involved in diverse developmental processes, we noted that some of these transcripts encode enzymes involved in glutamine transport, such as *Slc1a5*^40^, and glutamine metabolism, such as *Gls1*^41^. Indeed, quantitative RT-PCR confirmed an increase in the association of these mRNAs with polysomes upon 1 h of CR-31 treatment in KP but not in N organoids (Fig. 6a). 

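Slc1a5 (chromosome 7 of GRCm38, 16781340 to 16798274, forward strand) had 120 ± 44.2 CPM (SD, n = 3) with vehicle and 153 ± 43.6 with CR-31 in polysome-associated mRNA of KP, a log2 fold change of 0.32 (standard error 0.53, adjusted p = 1.00 from edgeR's quasi-likelihood test), higher in 3 of 3 replicates, and 0.055 without the vehicle-treated lysate of replicate 1 or 0.59 without that of replicate 2. Its total mRNA rose by 0.49 (standard error 0.46, adjusted p = 1.00), and its translational efficiency changed by -0.11 (standard error 0.22, adjusted p = 0.803), lower in 3 of 3 replicates. In polysome-associated mRNA Slc1a5 passed in 1 of 28 alternatives in KP (lowest adjusted p = 0.0276). In N it changed there by 0.13 (standard error 0.53), or -0.43 to 0.53 over 28 alternatives, and passed in 1 (lowest adjusted p = 0.115).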

Consistently, expression of the GLS1 protein is increased in patient-derived PDA cell lines upon CR-31 treatment (Fig. 6b).

**Fig. 6:**
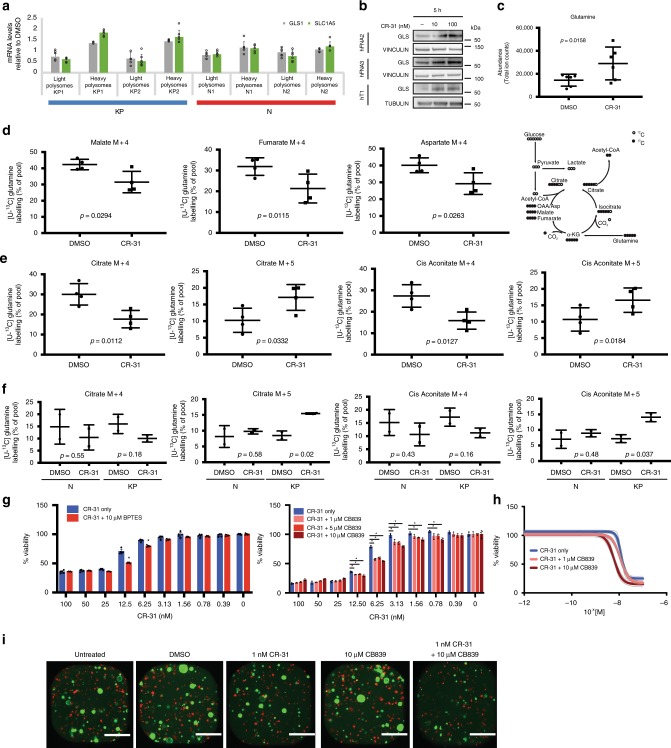
CR-31 treatment increases reverse glutamine metabolism in pancreatic cancer cells. **a** Levels of transcripts encoding proteins involved in glutamine metabolism in light (<3 ribosomes) or heavy (≥3 ribosomes) polysome fractions from N or KP organoids treated with 10 nM CR-31 for 1 h relative to vehicle (DMSO). Data are mean +/– S.D., *n* = 6. Data from two biological replicates are shown. **b** Immunoblot analysis of GLS in patient-derived PDA cell lines upon treatment with vehicle or CR-31 for 5 h. VINCULIN, TUBULIN, loading controls. **c** Intracellular levels of glutamine at steady state from 3 patient-derived PDA cell lines (2 technical replicates each) treated with vehicle or 100 nM CR-31 for 5 h. Data are mean +/– S.D., Student’s paired *t*-test. **d** ^13^C_5_-glutamine tracing of 4 patient-derived PDA cell lines upon treatment with vehicle or 100 nM CR-31 for 5 h. Data are mean +/– S.D., Student’s paired *t*-test. Right, schematic illustrating the flow of heavy carbons through glutamine metabolic pathways. **e** ^13^C_5_-glutamine tracing of 4 patient-derived PDA cell lines upon treatment with vehicle or 100 nM CR-31 for 5 h. M + 4 indicates metabolites of oxidative glutaminolysis and M + 5 indicates metabolites of reductive glutaminolysis. Data are mean +/– S.D., Student’s paired *t*-test. **f** ^13^C_5_-glutamine tracing of N (*n* = 2) and KP (*n* = 2) organoids upon treatment with vehicle or 100 nM CR-31 for 5 h. Data are mean +/– S.D., Student’s *t*-test. **g** Cell viability of patient-derived PDA lines upon a 72 h treatment with increasing concentrations of CR-31 and the indicated concentrations of the glutaminase inhibitor BPTES (*n* = 5) or CB839 (*n* = 3). Data are mean +/– S.D., Student’s *t*-test, *p < 0.05 compared to CR-31 only treatment. **h** Cell viability of KP organoids upon a 72 h treatment with increasing concentrations of CR-31 and the indicated concentrations of CB839. Dotted lines indicate 95% confidence intervals, *n* = 5. **i** KP organoids (GFP-labelled) in co-culture with pancreatic cancer-associated fibroblasts (mCherry-labelled) upon a 72 h treatment with CR-31 in the presence or absence of CB839. Representative images from two biological replicates. Scale bars, 1000 μm. Source data are provided as a Source Data file

We observed that CR-31 increases the intracellular levels of glutamine in a panel of patient-derived PDA cell lines (Fig. 6c), likely due to translational upregulation of its transporter SLC1A5 (Fig. 6a). To better understand the metabolic fate of glutamine upon eIF4A inhibition, we cultured PDA cells in ^13^C_5_ glutamine-containing media for 2 h and quantified downstream metabolites using GC/MS. As described earlier, CR-31 treatment targets the synthesis of ETC components to compromise oxidative mitochondrial function (Fig. 4a). Consistent with this, we noted a decrease in oxidative labelling of metabolites downstream of glutamine, including malate, fumarate, and aspartate (Fig. 6d). However, we found a significant increase in reductive labelling of citrate and cis-aconitate from ^13^C_5_ glutamine in both CR-31-treated human (Fig. 6e) and murine PDA cells (Fig. 6f), reflecting a shift towards reductive carboxylation, during which glutamine-derived α-ketoglutarate is carboxylated to produce isocitrate/citrate, which is then cleaved to generate oxaloacetate and acetyl-CoA^42^. Notably, this shift to reductive carboxylation was not observed in N organoids given the same treatment (Fig. 6f). The pathway of reductive carboxylation engages NADPH-dependent isocitrate dehydrogenase, and subsequent metabolism of glutamine-derived citrate provides both the acetyl-CoA for lipid synthesis and the four-carbon intermediates needed to produce the remaining TCA metabolites and related macromolecular precursors^43^. This reductive, glutamine-dependent pathway has been shown to be the dominant mode of metabolism in rapidly growing malignant cells containing mutations in ETC complexes I or III, and in cells with normal mitochondria subjected to acute pharmacological ETC inhibition^44^.

The increased glutamine reductive carboxylation of CR-31-treated cells prompted us to ask if combined inhibition of eIF4A and glutamine metabolism might represent a more effective therapeutic strategy than eIF4A inhibition alone. Indeed, we found that the glutaminase inhibitors BPTES^45^ and CB839^46^ (Fig. 6g, h) readily sensitize PDA cells to CR-31. Gemcitabine, one of the main chemotherapeutics used to treat pancreatic cancer, did not elicit the same effect (Supplementary Fig. 12a), demonstrating the selective sensitivity of CR-31-treated cells to the inhibition of glutaminase. Given that glutamine is a precursor for glutathione synthesis^47^, and that CR-31 treatment perturbs glutathione metabolism (Fig. 3), we initially asked whether glutaminase inhibition sensitized PDA cells to CR-31 through further induction of oxidative stress. However, CB839 treatment did not increase ROS levels (Supplementary Fig. 12b) or NADP^+^ to NADPH ratios (Supplementary Fig. 12c) above those induced by CR-31 alone. Accordingly, the ROS scavenger NAC failed to mitigate the heightened sensitivity of PDA cells to CR-31 by CB839 (Supplementary Fig. 12d). Given that glutamine-derived citrate, in the process of reductive carboxylation, provides acetyl-CoA for lipid synthesis^43^, we tested the effect of Orlistat, a fatty acid synthesis inhibitor^48^, and surprisingly found that it was able to weakly sensitize patient-derived PDA cell lines to CR-31 (Supplementary Fig. 12e). These results suggest that the sensitization of PDA cells to CR-31 through co-suppression of glutaminase activity occurs through redox-independent mechanisms, possibly by reducing carbon flow towards fatty acid synthesis. Using PDA organoid/cancer-associated fibroblast co-cultures, we observed a therapeutic synergy between CR-31 and CB839 (Fig. 6i). In vivo, combined inhibition of eIF4A and glutaminase exhibited an additive effect and suppressed pancreatic tumour growth in an orthotopic transplant model (Supplementary Fig. 12f). Together, these data reveal that eIF4A is critical for PDA maintenance and delineate an eIF4A-dependent translation program that promotes redox and central carbon metabolism in pancreatic cancer cells.

## Discussion

Since cancer cells often acquire an aberrantly activated translational state, inhibition of translation initiation should target neoplastic cells with limited toxicity for normal cells^22^. Indeed, our previous work demonstrated that protein synthesis is elevated in pancreatic cancer cells in a redox-dependent manner^6^. However, the full repertoire of mRNAs which are translationally altered by oncogenic signalling and the underlying molecular mechanisms that govern their translational control remain poorly understood. In this study, we demonstrate that PDA cells have a heightened dependency on the function of RNA helicase eIF4A. Moreover, using transcriptome-wide polysome profiling, we uncovered an oncogenic translation program composed of a specific subset of transcripts that are sensitive to eIF4A availability, and can be suppressed upon treatment with the rocaglate CR-31.

While ours and previous studies^24,49,50^ support the notion that modulation of eIF4A activity leads to selective effects on translation, the underlying mechanisms are still incompletely understood. It has been suggested that G-quadruplexes in 5‵-UTRs mediate selective suppression of translation downstream of eIF4A inhibition by the rocaglate silvestrol^50^, while eIF4A clamping to polypurine sequences underlie the effects of the rocaglate Rocaglamide A^24^. Our findings suggest that in PDA cells slightly shorter 5′-UTRs with more stable secondary structures contribute to the selective suppression of translation following CR-31 treatment. Importantly, we observed that shRNA depletion of eIF4A phenocopies the metabolic changes induced by CR-31. In conjunction with our finding that polypurine sequences are not enriched in mRNAs translationally suppressed by CR-31, we conclude that eIF4A clamping on polypurine sequences cannot account for the full effect of CR-31 on translatomes observed herein. Instead, ours and previous studies collectively indicate that rocaglates act via multiple mechanisms in a drug and/or context-dependent manner. This is further supported by our observation that the impact of CR-31 is much more potent on the translatome of KP organoids than their normal counterparts. The heightened sensitivity of the PDA translatome to CR-31 may also reflect transcriptional differences between PDA cells and normal ductal cells, which in turn alter the ability of specific mRNAs to compete for access to limiting amounts of eIF4F.

In this study, we found that the functional gene classes whose translation are strongly dependent on eIF4A in PDA include those involved in central carbon metabolism. As first described by Otto Warburg, cancer cells often exhibit a high rate of glycolysis. Recent work further emphasizes that, in addition to a strong dependence on glycolysis, many tumours, including PDA, also rely on mitochondrial respiration for bioenergetic^51–53^ and biosynthetic processes^54–56^. These observations have prompted the use of biguanides such as Metformin, which can inhibit complex I of the ETC, as a therapeutic strategy for pancreatic cancer^57^. However, Metformin yielded disappointing results in a placebo-controlled clinical trial in pancreatic cancer^58^. Interestingly, Metformin has been shown to increase glycolysis even in cancer cells that are already highly glycolytic^59^, thus attenuating its anti-neoplastic activity. Our study reveals an oncogenic translation program supporting both oxidative phosphorylation and glycolysis in pancreatic cancer cells. As such, inhibition of this translation program using CR-31 inhibits both oxidative phosphorylation and glycolysis in PDA cells to effectively induce energy crisis and cell death. Thus, this compound overcomes the limitations of metabolic inhibitors such as biguanides by blunting the compensatory increase in glycolysis.

We observed that the suppression of glycolysis by CR-31 occurs at the level of glucose uptake. Elevated glucose uptake in cancer cells is traditionally attributed to the glucose transporters SLC2A1 and SLC2A3^39^. In fact, an earlier study using the rocaglate RHT also reported suppression of glucose transport through increased TXNIP mRNA levels in cancer cells^60^, which acts as a negative regulator of SLC2A1^61^. However, we observed no measurable change in SLC2A1 expression upon CR-31 treatment. Instead, we show that translation of the mRNA encoding a less characterized glucose transporter, SLC2A6, is suppressed by CR-31. This suggests that cancer cells may utilize non-canonical means of glucose uptake to sustain anabolic needs. While genetic knockout of this transporter in mice has minimal effect on whole body metabolic physiology^62^, the expression of this transporter has been reported to be elevated in various cancers, including PDA^63,64^. In this study, we show that genetic targeting of SLC2A6 expression reduces both glucose uptake and glycolysis, supporting a functional role for SLC2A6 in PDA glucose metabolism. Our study suggests that SLC2A6 contributes in part to the glycolytic defects that arise from pharmacological inhibition of eIF4A in pancreatic cancer cells. Thus, further characterization of the contribution of SLC2A6 to glucose uptake relative to SLC2A1/3 may illuminate our understanding of cancer cell metabolism.

It is interesting to note that suppression of eIF4A by CR-31 is also associated with increased translation of a subset of mRNAs. While similar observations have been reported in prior studies involving genetic or pharmacological perturbations of the eIF4F complex^26,30,49,50^, the functional relevance of these changes remains poorly understood. Here, we show that some transcripts that are translationally activated upon CR-31 treatment may constitute a metabolic compensatory mechanism to increase glutaminolysis through the reductive pathway in PDA cells. This intriguing observation supports the possibility that metabolic plasticity can occur at the level of translation. While examples of transcriptional adaptation and genetic compensation are well documented in the literature, little is known about such compensatory mechanisms at the level of translation, particularly in the context of tumour stress responses. These findings add an important dimension to the mechanisms by which KRAS drives tumorigenesis. In summary, we have delineated the importance of eIF4A in the translational control of pancreatic tumour metabolism and illustrated how this dependency can be therapeutically exploited.

## Methods

### Animals

*Trp53*^*+/LSL-R172H*^, *Kras*^*+/LSL-G12D*^, *Pdx1-Cre, and Nrf2*^–/–^ strains in C57Bl/6J background were interbred to obtain *Pdx1-Cre; Kras*^*+/LSL-G12D*^; *Trp53*^*+/LSL-R172H*^ (KPC)^4^ or *Pdx1-Cre; Kras*^*+/LSL-G12D*^; *Trp53*^*+/LSL-R172H*^; *Nrf2*^*–/–*^ (KPCn) mice for therapeutic studies and for organoid isolation. C57Bl/6J mice were purchased from the Jackson Laboratory for the isolation of N organoids. All animal experiments were conducted in accordance with procedures approved by the IACUC at Columbia University (AC-AAAT7469).

### Human specimens

All human experiments were approved by the ethical committee of Columbia University (IRB-AAAR6773). Written informed consent from the donors for research use of tissue in this study was obtained prior to acquisition of the specimen. Samples were confirmed to be tumour or normal based on pathological assessment.

### Chemical reagents

The rocaglate (-)-CR-1-31-B (bioactive enantiomer) was synthesized as previously described^16^.

### Orthotopic engraftment in the pancreas

Mice were anesthetized using isoflurane, and Ketoprofen/Carprofen (5 mg kg^–1^), which was subcutaneously administered. 2 × 2 mm tumour pieces derived from KPC were transplanted per pancreas. The abdominal wall was sutured with absorbable vicryl sutures (Ethicon Cat# J392H), and the skin was closed with wound clips (CellPoint Scientific Inc. Cat# 203-1000).

### Therapeutic intervention studies in mice

Upon detection of a mass during weekly palpation, KPC or allograft-bearing mice were subjected to high-contrast ultrasound imaging using the Vevo 2100 System with a MS250, 13–24 MHz scanhead (Visual Sonics, Inc, Amsterdam, NL). Mice with tumour diameters of 7–9 mm were randomized and enroled one day after scanning. CR-31 was formulated in 5.2% PEG-400 (Sigma-Aldrich Cat# 1546445)/5.2% Tween80 (Sigma-Aldrich Cat#P4780) in saline. Mice were administered vehicle, 0.2 mg kg^−1^ CR-31 (intraperitoneal injection, daily) and/or 200 mg kg^−1^ CB839 formulated in 25% hydroxypropyl-β-cyclodextrin (Roquette Cat#3461111) (oral gavage, twice daily). Tumour volume was monitored on days 4 and 7 after initial scan. The same dosing regimen was applied to C57Bl/6 J mice bearing orthotopic mouse tumour allografts.

### Assessment of CR-31 in vivo toxicity

Gender-balanced C57Bl/6J mice were randomized and enroled into study. CR-31 was formulated in 5.2% PEG-400/5.2% Tween80 in saline. Mice were administered vehicle or 0.2 mg kg^−1^ CR-31 (intraperitoneal injection) once per day over 12 days. Body weight of each mouse was recorded prior to every dose. Mice were euthanized 2 h after the last treatment. Full necropsy was performed on the mice, organs were embedded in paraffin and sectioned and stained for H&E to look for any abnormalities. Blood was collected through cardiac puncture into a multivette to isolate plasma (Braintree Scientific Cat# MV-600 151673) for measurement of circulating aspartate aminotransferase (AST), alanine aminotransferase (ALT), amylase, and lipase levels. For accurate measurements, plasma was diluted in saline, 1:5 dilution for AST and ALT assays, and 1:2 dilution for amylase and lipase assays. AST, ALT, amylase, and lipase assays were run on the Element DC machine (Heska).

### Organoid isolation and culture

Detailed procedures to isolate and propagate murine and human, normal and neoplastic pancreatic organoids have been described previously^5,65^. In brief, organoids were maintained in complete organoid media: Advanced DMEM/F12 (Gibco Cat#12634010) supplemented with 1% Penicillin/Streptomycin (PS), 1x GlutaMAX (Gibco Cat# 35050061), 1x Hepes (Gibco Cat# 15630080), 1x B27 (Invitrogen Cat# 17504044), 1.25 mM N-Acetylcysteine (NAC) (Sigma-Aldrich Cat# A9165), 10 nM gastrin (Sigma-Aldrich Cat# G9145), 50 ng/ml EGF (PeproTech Cat# 315-09), 10% RSPO1-conditioned media, 20% Noggin-conditioned media, 100 ng/ml FGF10 (PeproTech Cat# 100-26), and 10 mM Nicotinamide (Sigma-Aldrich Cat# N0636). To passage, organoids were washed out from the GFR-Matrigel (Corning Cat# 356231) using cold Advanced DMEM/F12 supplemented 1% PS, 1x GlutaMAX and 1x Hepes, and mechanically dissociated into small fragments using fire-polished glass pipettes, and then seeded into fresh GFR-Matrigel. Passaging was performed at a 1:4 split ratio roughly twice per week. All experiments described were done in the absence of EGF and NAC^6^. Human cultures were characterized by sequencing DNA to confirm that they harbour loci representative of human PDA, and the mouse organoids were genotyped to ensure they carry mutant alleles of *Kras, Trp53* and/or *Nfe2l2*. Once the cells are cultured in our laboratories, they are regularly screened for mycoplasma contamination and authenticated by short tandem repeat (STR) analysis to identify misidentified, cross-contaminated, or genetically drifted cells.

### Cell culture conditions for monolayer cultures

Monolayer KPC primary pancreatic cancer cells, patient-derived pancreatic cancer cells, and murine cancer-associated fibroblasts (CAFs) were cultured in DMEM (Gibco Cat#11995073) supplemented with 10% fetal bovine serum (FBS) (Corning Cat# 35-010-cv) and 1% PS (Gibco Cat# 15140163). All cells were cultured at 37 °C with 5% CO_2_.

### Co-culture conditions

For co-cultures, GFP-labelled murine organoids were split at a 1:2 ratio and mixed with 1 × 10^4^ mCherry-labelled CAFs, seeded in 50 μl GFR-Matrigel, and cultured in DMEM supplemented with 10% FBS and 1% P/S.

### Therapeutic experiments with organoids

CR-31, CB839 (Selleckchem Cat# S7655), and Orlistat (Selleckchem Cat# S1629) were dissolved in DMSO (Sigma-Aldrich Cat# D2650). The final concentration of DMSO was no higher than 0.2%. Buthionine sulfoximine (Sigma-Aldrich Cat# B2640) was dissolved in PBS. Nine different doses and a vehicle were used for the cytotoxicity assays for CR-31 as indicated in each figure legend. When CR-31 was used in combination with CB839, the dose of CB839 was fixed to 1, 5 or 10 μM. When CR-31 was used in combination with Orlistat, the dose of Orlistat was fixed to 50 μM. When CR-31 was used in combination with BSO, the dose of BSO was fixed to 100 μM. For IC_50_ analysis, organoids were dissociated to single cells by triturating organoids in media through a fire-polished glass pipette, and then by enzymatic dissociation with 2 mg ml^−1^ dispase (Gibco Cat# 17105041) dissolved in TrypLE (Life Technologies Cat# 12604013) at 37 °C, until the organoids appeared as single cells under the microscope (~15 min). Cells were counted, and diluted to 30 cells µl^−1^ in a mixture of complete media minus EGF and NAC, and GFR-Matrigel (10% final concentration). 100 µl of this mixture (3000 cells per well) was plated in a 96 well plate (Corning Cat# 3917) previously coated with a bed of GFR-Matrigel (20 µl per well, 1:1 PBS mixture). Once organoids reformed (between 24–36 h post-plating, confirmed by microscopy), drugs were added in 100 µl of media. As described above, nine different doses plus a vehicle control were used for each drug, and at least five replicate wells were treated with each dose. 72 h after the addition of the drug, cell viability was measured by area covered using CellInSight CX5, or using a luminescence ATP-based assay (CellTiter-Glo, Promega Cat# G7573) with a plate reader (SpectraMax i3x, Molecular Devices).

### Analysis of global protein synthesis

Isotope labelling: Organoids were incubated for 30 min in media containing 10 μCi of [^35^S] labelled Methionine (Perkin Elmer Cat# NEG709A005MC). For liquid scintillation, equal amounts of radiolabelled total protein were TCA-precipitated and washed two times in acetone and air dried at room temperature. The amount of [^35^S]-Met incorporated into protein was measured using a Beckman LS6500 Scintillation counter. Total protein content was determined by BCA assay (Bio-Rad Cat# 5000116).

*O*-propargyl-puromycin labelling: Click-iT assays were performed using 1 × 10^6^ cells per assay according to the manufacturer’s protocol. In brief, *O*-propargyl-puromycin (OP-Puro; 20 μM) (Life Technologies Cat# C10456,) was added to the cells and incubated for 30 min. Cells were washed in ice-cold PBS and then fixed and permeabilized. The amount of alexa-Fluor-488 conjugated OP-Puro was quantified using flow cytometry using a BD LSR Fortessa Cytometer (BD Biosciences). Data analysis was performed using FlowJo v9.7.6 (FlowJo, Ashland, RRID:SCR_008520).

### SUnSET (Surface Sensing of Translation) assay

The in vivo SUnSET assay was adapted from a published protocol^20^. Puromycin (40 nmol g^−1^ body weight) (Sigma-Aldrich Cat# P9620) was injected intraperitoneally in mice 30 min prior to their sacrifices. The pancreas was then removed, fixed in 10% formalin for one day, embedded in paraffin and sliced. Immunohistochemistry was performed using 1:1000 dilution of the anti-puromycin 12D10 antibody (Millipore Cat# MABE343, RRID:AB_2566826).

### Polysome fractionation and qRT-PCR

Organoids were treated with vehicle or 10 nM CR-31 for 1 h. In the final 5 min, 100 μg ml^–1^ of Cycloheximide was supplemented into the media. The organoids were then harvested on ice in PBS containing 100 μg ml^–1^ Cycloheximide. Cells were pelleted and lysed in 10 mM Tris-HCl (pH 8), 140 mM NaCl, 1.5 mM MgCl_2_, 0.25% NP-40, 0.1% Triton X-100, 50 mM DTT, 150 μg ml^–1^ Cycloheximide, and 640 U ml^–1^ RNasin (Sigma Cat# 3335399001) for 15 min. Lysates were cleared, and then loaded onto a 10–50% sucrose gradient made using a Biocomp Gradient Master 108 and centrifuged for 2 h and 15 min at 151,263 × *g* in a SW41 rotor using a Sorvall Discovery 90SE. The gradients were fractionated on a Teledyne ISCO Foxy R1 apparatus while monitoring the OD_254_.

### RNA-sequencing and bioinformatics analysis

Fractions corresponding to mRNA populations bound by ≥3 ribosomes were pooled. RNA was extracted using TRIzol (Invitrogen Cat# 15596018) according to the manufacturer’s instructions. Prior to loading of the sample on the sucrose gradient, a fraction of the lysate was also taken for RNA extraction, corresponding to the total RNA fraction. The RNA was then submitted to RNA-Seq on an Illumina HiSeq 4000 PE100 at the McGill University and Genome Quebec Innovation Center.

RNA-Seq reads were subjected to and passed quality control (Phred scores > 30) and were subsequently aligned to the hg38 reference genome using HISAT2 (version 2.04) with default settings. Reads mapped to multiple locations in the genome were discarded. Gene expression was quantified using the RPKMforgenes.py method (settings -fulltranscript, -onlycoding)^66^ from which raw gene counts were obtained (version last modified 11.04.2013). Genes that could not be resolved (based on sequence similarity) and/or had 0 counts in at least one sample were removed from the analysis. Genes were annotated using the RefSeq database. A total of 11402 unique genes were represented in the RNAseq data. Non-normalized RNAseq data was used as input in anota2seq (ver. 1.2.0; with parameters datatype = “RNAseq”, normalize = TRUE, transformation = “TMM-log2”). Changes in translational efficiencies altering protein levels were assessed using the anota2seqAnalyze function. Contrasts were set to assess the effect of CR-31 in N organoids, the effect of CR-31 in KP organoids and the difference between non-treated N and KP organoids. Genes were considered significantly regulated when passing filtering criteria (parameters for anota2seqSelSigGenes function) [maxPAdj (FDR) <0.25], [selDeltaPT >log2(1.2)], [minSlopeTranslation >−1], [maxSlopeTranslation <2], [selDeltaTP >log2(1.2)], [minSlopeBuffering >−2] and [maxSlopeBuffering <1], [selDeltaP >log2(1)], [selDetaT >log2(1)]. Changes in mRNA abundance were then assessed using the anota2seqRegModes function. 5′-UTR sequences were obtained from the RefSeq database (mm10)^67^. If multiple sequences for a gene were present only the longest was taken into consideration. 5′-UTR GC content and length were calculated based on the obtained sequences. Linear regression of 5′-UTR energy ~5′-UTR length was performed to obtain residuals representing free energy levels of 5′-UTRs adjusted for 5′-UTR lengths. KEGG pathway^68^ enrichment analysis was performed using -log10(FDR) * sign(log2FC) of polysome-associated mRNA changes and the gage R-package^32^ (version 2.30.0, saaTest = ts.KStest). The datasets generated during and/or analysed during the current study are available in the GEO repository under the accession number **GSE125380**.

### RNA-Seq validation

For the RNA-Seq validation, organoids were treated with CR-31 and polysomes were fractionated as described above. The fractions were pooled into two groups corresponding to mRNA populations that were bound to either 3 ribosomes and up or 2 ribosomes or less. The RNA was extracted using TRIzol and cDNA was made using M-MuLV Reverse Transcriptase (New England Biolabs Cat# M0253S) and oligo(dT)20 primers. qPCRs were performed with SsoFast Evagreen Supermix (Bio-Rad Cat# 1725200) using the CFX96 PCR system (Bio-Rad Cat# 1855195). The following primers were used: *Gls1*: For: 5′ GGGCATGATGTGTTGGTCTC 3′, Rev: 5′ ATGCGGCAAACAGAAGGTTT 3′; *Slc1a5*: For: 5′ TTTCAGCCTCCATTCTCGGT 3′ Rev: 5′ TGGAATCCACCGCTACTACC 3′; *GAPDH*: For: 5′ AACGGATTTGGCCGTATTGG 3′ Rev: 5′ CATTCTCGGCCTTGACTGTG 3′; *Enolase 2*: For: 5′ AGAAGGCCTGCAACTGTTTG 3′ Rev: 5′ TGTACACAGTCCGACGACAA 3′; *Enolase 3*: For: 5′ GGGTCCCTCTCTACCGACAC 3′ Rev: 5′ ATGCGCATGGCTTCCTTGAA 3′; *Sdhb*: For: 5′ GAATGCAGACGTACGAGGTG 3′; Rev: 5′ CAAGAGCCACAGATGCCTTC 3′; *Ndufa3*: For: 5′ TGCCTTCCTCAAGAATGCCT 3′; Rev: 5′ GCACTGGGTAGTTGTAGGGT 3′. *Slc2a6*: 5′ TGTACCGGCCTGTTCTCATT 3′ CCAACTATCGCTGCATCCTG. The presence of each mRNA upon CR-31 treatment relative to DMSO in the two groups was calculated using the ΔCT method.

### Flow cytometry

Mitochondrial numbers and cellular ROS: For cellular reactive oxygen species (ROS) and mitochondrial staining, cells were labelled in phenol-red-free Advanced DMEM/F12 media containing 10 μM 2′,7′-dichlorofluorescein diacetate (Invitrogen Molecular probes Cat# C6827) or 100 nM Mito-tracker Green FM (Cell Signalling Technology Cat# 9074), respectively, for 30 min, and analysed by flow cytometry.

SLC2A1 surface expression: Dissociated single cells were fixed with 4% paraformaldehyde at room temperature for 15 min. Cells were incubated with SLC2A1 antibody (Abcam, Cat# 40084, RRID: AB_2190927), 1:100 dilution in 0.5% BSA/PBS, followed by anti-mouse Alexa Fluor488 (Thermo Fisher Scientific Cat# R10477) in 0.5% BSA/PBS, and analyzed by flow cytometry.

### Lentiviral and retroviral production and infection

pLenti-Cas9, LRC2.1T-sgRNA and human pPrime-PGK-Puro shRNA lentiviruses were produced in 293 T cells co-expressing the packaging vectors (pPAX2, Addgene# 12260 and VSVG, Addgene# 12259), concentrated with LentiX concentrator (Clontech Cat# 631232), and resuspended with DMEM supplemented with 10%FBS and 1% PS at 5× concentration. Mouse MLS shRNA retroviruses were produced in Phoenix-ECO cells (ATCC Cat# CRL-3214, RRID:CVCL_H717), concentrated with RetroX Concentrator (Clontech Cat# 631456), and resuspended in DMEM supplemented with 10% FBS and 1% PS, or Advanced DMEM/F12 (Gibco Cat#12634010) supplemented with 1% Penicillin/Streptomycin (PS), 1× GlutaMAX (Gibco Cat# 35050061), and 1× Hepes (Gibco Cat# 15630080) at 5× concentration. To knock-down the expression of eIF4A1, short hairpin RNAs against eIF4A1 were used. For mouse cell lines, shRenilla was used as a control, while sh*eIF4A1*.371 (5′-ATTGATATGGCAAATGTAGCTG-3′) and sh*eIF4A1*.372 (5′-AATTGATATGGCAAATGTAGCT-3′). For human cell lines, sh*Renilla* was used as a control, and sh*eIF4A1*.969 was used to knockdown *eIF4A1* (5′-TCGAGCATGCATCTTCTCGGTG-3′). Two hundred thousand cells were plated and infected with 5× concentrated virus with 5 μg ml^−1^ polybrene (Millipore Sigma Cat# TR1003G) and spinoculated at 600 RCF for 45 min at room temperature. For organoids, spinoculated cells were kept at 37 °C with 5% CO_2_ for 6 h prior to replating in Matrigel and organoid media. One day after infection, pPrime-PGK-Puro shRNA infected cells were treated with 2 μg ml^−1^ puromycin (Sigma-Aldrich Cat# P9620) for selection.

### CRISPR/Cas9-mediated gene deletion

Organoid lines were transduced with lentivirus expressing Cas9 (EFS-Cas9-P2A-Puro, Addgene: 108100). In this study, all sgRNAs targeting mouse genes were cloned into LRC2.1T (U6-sgRNA-Cherry, Addgene# 108099). Single sgRNAs were cloned by annealing two DNA oligos and T4 DNA ligation into a BsmB1-digested LRC2.1T^69^. To improve U6 promoter transcription efficiency, an additional 5′ G nucleotide was added to all sgRNA oligo designs that did not already start with a 5′ G. gRNA sequences used to target *Slc2a6* are: CACCGAGCTGACTCCGAGGTCCAT and CACCGCACGGATGTGTTGTCGAAGA. gRNA sequence against the *ROSA* locus was used as a negative control: GAAGATGGGCGGGAGTCTTC.

### Protein purification and fluorescence polarization

eIF4AI was expressed in *E. coli* BL21 cells and purified by Ni-NTA agarose and Q-Sepharose chromatography. Fluorescence polarization was performed by incubating 1 µM eIF4AI in fluorescence polarization buffer (14.4 mM HEPES-NaOH, 108 mM NaCl, 1 mM MgCl_2_, 1 mM DTT, 14.4% glycerol and 0.1% DMSO, pH 7.5) in presence of either 1 mM ATP or AMP-PNP, 10 nM 5’-FAM-labelled (AG)_10_ RNA and 50 µM CR-31 for 30 min at 25 °C. After incubation, the FAM-labelled RNA was chased with 100 µM unlabelled poly (AG)_10_ RNA. For the combination of ATP and DMSO, 50 μM of eIF4AI was used instead due to low binding affinity of eIF4A to RNA. Variation in polarization was determined on a BMG Labtech Pherastar FS and the t_1/2_ half-life calculated using one-phase exponential decay equation with Graphpad Prism software.

### Membrane fractionation

Cytoplasmic and membrane protein extracts were prepared using the Subcellular Protein Fractionation Kit (Thermo Scientific Cat# 78840). In brief, cytoplasmic extraction buffer provided by the manufacturer was added to the cell pellet, followed by 15 min of incubation at 4 °C and centrifugation at 500 × *g* for 5 min. The supernatant containing the cytoplasmic protein extract was collected before the addition of membrane extraction buffer provided by the manufacturer, followed by 15 min of incubation at 4 °C and centrifugation at 3000 × *g* for 5 min. Supernatant containing the membrane protein extract was collected.

### NADP^+^/NADPH quantification

NADP^+^/NADPH ratio was quantified by a luciferase assay provided in the NADP^+^/NADPH Glo Assay kit (Promega Cat# G9071). Patient-derived pancreatic cancer cells or murine organoids were plated in their respective media, incubated in a tissue culture incubator (37 °C, 5% CO_2_), and were treated with CR-31, CB839 or BSO. After appropriate treatment over the desired time, the medium was removed and cells were supplemented with 1:1 PBS and 0.2 N NaOH solution with 1% DTAB to obtain a cell lysate. To measure NADP^+^, cell lysates were treated with 0.4 N HCl and heat quenched at 60 °C for 15 min. The solution was then neutralized with Trizma buffer (Tris base [Fisher Cat# BP152] in water). To measure NADPH, cell lysates were heat quenched at 60 °C for 15 min and the solution was neutralized with HCL-Trizma (Quality Biological Cat# 351-050-101). An equal volume of NADP^+^/NADPH-Glo Detection Reagent was added to each well with cell lysate, incubated at room temperature for 30 min, and luminescence was read on a luminometer (Spectramax i3x, Molecular Devices).

### Glucose Uptake Glo

Glucose Uptake was measured using the Glucose Uptake-Glo Assay kit (Promega Cat# J1341). Cells were incubated in a tissue culture incubator (37 °C, 5% CO_2_), and were treated with CR-31. After 5 h of treatment, the medium was replaced with PBS, and treated with 1 mM 2-deoxyglucose for 10 min. Stop Buffer, Neutralization Buffer, and 2DG6P Detection Reagent provided by the assay kit were subsequently added, incubated at room temperature for 30 min. Luminescence was read on a luminometer (Spectramax i3x, Molecular Devices).

### Metabolomics: Cell treatment and harvest

1. Organoids: One million cells were grown as organoids in ten 50 μl Matrigel domes in a 10 cm plate, cultured in EGF and NAC-free complete media and harvested at steady state or after treatment with DMSO or 100 nM CR-31 for 5 h. Spent media was collected at the end of the 5 h for metabolite analysis. For tracing experiments, ^13^C_6_-Glucose (17.5 mM) or ^13^C_5_-Glutamine (2 mM)-containing media (SITA media) was used to replace ^12^C media in the final 2 h. Organoids were collected on ice in 2 ml Cell Recovery Solution (Corning Cat# 354253) to remove Matrigel, triturated through a fire-polished glass pipette, and then washed with ice cold saline (9 g NaCl per litre). All saline was aspirated and discarded. The resultant pellet was immediately quenched with 1 ml −20 °C pre-chilled 80% methanol (v/v) and flash frozen on dry ice and stored at −80 °C until the day before GC/MS analysis.
2. Monolayer cells: One million patient-derived PDA cells were grown in DMEM supplemented with 10% dialyzed FBS (Gibco Cat# 26400044) and 1% PS, and treated with DMSO or 100 nM CR-31 for 5 h. For tracing experiments, ^13^C_6_-Glucose (17.5 mM) or ^13^C_5_-Glutamine (2 mM)-containing media (SITA media) was used to replace ^12^C media in the final 2 h. Spent media was collected at the end of the 5 h for metabolite analysis. Cells were rinsed with 10 ml of ice-cold saline (9 g NaCl per litre). All saline was aspirated and discarded. Cells were immediately quenched with 1 ml −20 °C pre-chilled 80% methanol (v/v), scraped and flash frozen on dry ice and stored at −80 °C until the day before GC/MS analysis.

### Metabolomics: stable isotope tracer analysis

Sample extraction and GC/MS analysis were carried out as follows. Samples were subjected to sonication using BioRuptor (Diagenode Cat# UCD-200 TM,) for 10 min (30 s ON, 30 s OFF) at the “high” setting. Cellular debris was removed by centrifugation (10 min, 19,500 × *g*, 1 °C). Supernatants were transferred to fresh pre-chilled tubes containing 1 ml of 750 ng/ml D_27_-myristic acid internal standard. Samples were subsequently dried overnight at −4 °C using a temperature controlled vacuum centrifuge (Labconco, Kansas City, MO, USA).

In order to protect and stabilize α-keto acids (pyruvate, α-ketoglutarate etc.), dried sample pellets were resuspended in 30 μl pyridine containing 10 mg ml^−1^ methoxyamine hydrochloride (Sigma Cat# 226904), vortexed, and sonicated to ensure dissolution. Following 30 min of incubation at room temperature, samples were transferred to sealed autoinjection vials containing 70 μl of *N*-*tert*-Butyldimethylsilyl-*N*-methyltrifluoroacetamide (MTBSTFA) (Sigma Cat# M-108). Vials were incubated for 1 h at 70 °C.

Derivatized samples were subjected to GC/MS analysis using an Agilent 5975 C GC/MS equipped with a DB-5MS + DG (30 m × 250 µm × 0.25 µm) capillary column (Agilent J&W, Santa Clara, CA, USA). All samples were injected three times: twice using scan (50–700 *m/z*) mode (1× and 6× dilution) and once using selected ion monitoring (SIM) mode. One microlitre of the derivatized sample was injected in the GC in splitless mode with inlet temperature set to 280 °C and electron impact set at 70 eV. Helium was used as the carrier gas with a flow rate such that myristic acid eluted at approximately 18 min. The quadrupole was set at 150 °C and the GC/MS interface at 285 °C. The oven program started at 60 °C held for 1 min, then increasing at a rate of 10 °C min^−1^ until 320 °C. Bake-out was at 320 °C for 10 min. All metabolites used in this study were previously validated using authentic standards to confirm mass spectra and retention times. Integration of ion intensities (generally M-57 ion) was done using the Agilent Mass Hunter Quant software (Agilent Technologies). Mass isotopomer distribution analysis was carried out using an in-house algorithm adapted from ref. ^70^.

### Metabolomics: extracellular analysis

Spent media were collected from cultured cells and clarified by centrifugation for 10 min at 1 °C at 19,500 × *g*. Supernatants were submitted to the BioProfile 400 analyzer (Nova Biomedical Canada, Ltd. Mississauga, Ontario) for quantification of extracellular glucose and lactate.

### Extracellular acidification rates measurement (ECAR)

Ten thousand cells were plated as organoids in 2 μl Matrigel domes or directly in monolayer in XF96 cell culture microplates (Seahorse Biosciences, Cat#101104-004) in EGF and NAC-free organoid complete media (for organoids) or DMEM supplemented with 10% FBS (for monolayer cells). After 24 h, growth media was changed to bicarbonate-free assay media (XF assay medium, Seahorse Biosciences, Cat#102365-100) and incubated at 37 °C for 1 h in a CO_2_-free incubator. Extracellular acidification rate (ECAR) was measured using an XF96 Extracellular Flux Analyzer (Seahorse Biosciences) under basal conditions and following addition of glucose (10 mM), Oligomycin (1 μM), and the glucose analog, 2-deoxyglucose, 2DG (50 mM), according to the manufacturer’s protocol. Treatment was with vehicle or CR-31 for 5 h.

### Oxygen consumption rates measurement (OCR)

Ten thousand cells were plated as organoids in 2 μl Matrigel domes or directly in monolayer in XF96 cell culture microplates (Seahorse Biosciences, Cat#101104-004) in DMEM supplemented with 10% dialyzed FBS (for monolayer cells) or EGF and NAC-free organoid complete media (for organoids). After 24 h, growth media was changed to bicarbonate-free assay media (XF assay medium, Seahorse Biosciences, Cat#102365-100) and incubated at 37 °C for 1 h in a CO_2_-free incubator. Oxygen consumption rate (OCR) was measured using an XF96 Extracellular Flux Analyzer (Seahorse Biosciences) under basal conditions or following the addition of Oligomycin (1 μM), the uncoupler FCCP (0.5 μM), and the electron transport inhibitor Rotenone/Antimycin A (0.5 μM), according to the manufacturer’s protocol. Treatment was with vehicle or CR-31 for 5 h.

### Quantitative RT-PCR

RNA was extracted from cell cultures using TRIzol reagent (Invitrogen Cat# 15596018). cDNA was synthesized using 1 μg of total RNA and TaqMan Reverse Transcription Reagents (Applied Biosystems Cat# N8080234). All targets were amplified (40 cycles) using gene-specific Taqman primers and probe sets (Applied Biosystems) on a QuantStudio5 Real-time-PCR instrument (Applied Biosystems). Relative gene expression quantification was performed using the ΔΔCT method with the QuantStudio Real-Time PCR software v1.1 (Applied Biosystems). Expression levels were normalized to *Hprt and Actb*.

Taqman probes used:

*HPRT* Mm00446968_m1, Hs02800695_m1

*ACTB* Hs99999903_m1

*NQO1* Hs01045994_m1

*HMOX1* Hs01110250_m1

*ENOLASE1* Hs00361415_m1

*HEXOKINASE II* Hs00606086_m1

*LDHA* Hs01378790_g1

*SLC2A1* Hs00214042_m1

*Slc2a6* Mm00554217_m1

### Western blot analysis

Standard techniques were employed for immunoblotting of organoids. Organoids were quickly harvested using cold PBS on ice. Protein lysates were prepared using 0.1% SDS lysis buffer in 50 mM Tris pH8, 0.5% Deoxycholate, 150 mM NaCl, 2 mM EDTA, 1% NP40, with one tablet of PhosSTOP (Roche Cat# 4906837001) and one tablet of cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail (Roche Cat# 11836170001) per 10 ml buffer, and separated on 4–12% Bis-Tris NuPAGE gels (Invitrogen Cat# NP0335BOX), transferred onto a PVDF membrane (Millipore Cat# IPVH00010) and incubated with the following antibodies: TUBULIN (Cell Signalling Technology Cat# 2148, RRID:AB_2288042); ACTIN (Cell Signalling Technology Cat# 8456, RRID:AB_10998774), phospho-AKT (Cell Signalling Technology Cat# 4060, RRID:AB_2315049), pan-AKT (Cell Signalling Technology Cat# 9272, RRID:AB_329827), phospho-S6 Ribosomal Protein (Cell Signalling Technology Cat# 4858, RRID:AB_916156), S6 Ribosomal Protein (Cell Signalling Technology Cat# 2317, RRID:AB_2238583), 4EBP1 (Cell Signalling Technology Cat# 9452, RRID:AB_331692), phospho-4EBP1 (Cell Signalling Technology Cat# 3929, RRID:AB_10695878), eIF4E (Cell Signalling Technology Cat# 2067, RRID:AB_2097675), phospho-eIF4E (Cell Signalling Technology Cat# 9741, RRID:AB_331677), SLC2A6 (1:500) (Sigma-Aldrich Cat# HPA042272, RRID:AB_2677924), ENOLASE 1 (Cell Signalling Technology Cat# 3810, RRID:AB_2246524), ENOLASE 2 (Cell Signalling Technology Cat# 9536, RRID:AB_2099308), ENOLASE 3 (Abcam Cat# ab96334, RRID:AB_10680754), eIF4A1 (Abcam Cat#31217, RRID:AB_732122), eEF2 (Abcam Cat# ab75748, RRID:AB_1310165), IGF-IR-Iβ (Cell Signalling Cat# 9750, RRID:AB_10950969), SDHB (Abcam Cat # ab14714, RRID:AB_301432), GAPDH (1:10,000) (Cell Signalling Technology Cat# 2118, RRID:AB_561053), VINCULIN  (Cell Signalling Technology Cat# 4650, RRID:AB_10559207), eIF2α (Cell Signalling Technology Cat# 5324, RRID:AB_10692650), phospho-eIF2α (Cell Signalling Technology Cat# 3398, RRID:AB_2096481), SLC2A3 (Santa Cruz Biotechnology Cat# sc-74399, RRID:AB_1124975), SLC2A4 (Cell Signalling Technology Cat# 2213, RRID:AB_823508), HEXOKINASE I (Cell Signalling Technology Cat# 2024, RRID:AB_2116996), HEXOKINASE II (Cell Signalling Technology Cat# 2867, RRID:AB_2232946), LDHA (Cell Signalling Technology Cat# 3582, RRID:AB_2066887), mTOR (Cell Signalling Technology Cat# 2983, RRID:AB_2105622), phospho-mTOR (Cell Signalling Technology Cat# 5536, RRID:AB_10691552), PFKP (Cell Signalling Technology Cat# 8164, RRID:AB_2713957), PKM2 (Cell Signalling Technology Cat# 4053, RRID:AB_1904096), Pyruvate Dehydrogenase (Cell Signalling Technology Cat# 3205, RRID:AB_2162926),  SLC2A1 (Cell Signalling Technology Cat# 12939, RRID:AB_2687899), Glutaminase (Abcam Cat# ab93434, RRID:AB_10561964 and Proteintech Group Cat#12855-1-AP, RRID:AB_2110381), KRAS (Abcam Cat# ab180772), AMPK (Cell Signalling Technology Cat# 2793, RRID:AB_915794), phospho-AMPK (Cell Signalling Technology Cat# 2535, RRID:AB_331250), affinity-purified rabbit-anti-full-length mouse NRF2 antibody (1:500) (made by JR Prigge, Montana State University) was a provided by Dr. Ed. Schmidt (Montana State University). All immunoblots are representative of at least three experiments. All antibodies were used at 1:1000 dilution unless stated otherwise.

### Immunohistochemistry

Tissues were fixed in 10% neutral buffered formalin and embedded in paraffin. Sections were subjected to H&E staining as well as immunohistochemical staining. Antigen retrieval was done in 10 mM citrate buffer (pH 6). The following primary antibodies were used for immunohistochemical staining at the indicated dilution: phospho-Histone H3, 1:200 (Cell Signalling Technology Cat# 9701, RRID:AB_331535), c-MYC, 1:400 (Abcam Cat# ab32072, RRID:AB_731658), cleaved caspase 3, 1:200 (Cell Signalling Technology Cat# 9664, RRID:AB_2070042).

### Tumour bioluminescent and FDG-PET imaging analysis

Athymic nude mice (Charles River) were orthotopically transplanted with luciferase-expressing pancreatic cancer cells. Upon detection of a mass by palpation, mice were subjected to bioluminescent imaging using the IVIS spectrum (PerkinElmer Cat# 124262). Mice were injected with 150 mg kg^−1^ D-Luciferin (Goldbio Cat# LUCK) to ensure similar tumour volume (determined by total flux). Mice were randomized and enrolled one day after scanning. CR-31 was formulated in 5.2% PEG-400/5.2% Tween80 in saline. Mice were imaged once using FDG-PET, followed by treatment with vehicle or 0.2 mg kg^−1^ CR-31. Sixteen hours after the first image, mice were given a second dose of vehicle or 0.2 mg kg^−1^ CR-31 and imaged again using FDG-PET 5 h after.

FDG-PET: 6 h prior to the administration of FDG, animals were deprived of food with water source remaining. [^18^F]-FDG was administered by intraperitoneal injection in a dose of 3.7 MBq per mouse. Approximately 60 min after FDG administration, static PET images of the whole body were acquired over 20 min using Inveon D-PET scanner (Siemens) in 2D mode. Immediately after completion of the pre-treatment/baseline PET scan, treatment was administered to the animals, as described above. Food was returned to the animals at that point.

Analysis: The images were reconstructed using Inveon software in 2D OSEM mode with 4 iterations and 128 × 128 matrix. Image analysis was performed on PBAS software (Pmod Technologies LLC, Zurich, Switzerland). The volumes of interest were drawn around the tumours in the right side of the abdomen and around the contralateral thigh muscles. SUVmax values were used for quantitative analysis. In order to compensate for the metabolic variabilities between the animals, tumour to muscle ratio was also calculated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Peer Review File

Reporting Summary

Source Data

## Data Availability

The polysome profile datasets that support the findings of this study have been deposited in GEO under the accession number **GSE125380**. In addition to polysome profiling datasets, all other raw data that support the findings of this study are also provided in “Source Data file”.

## References

[1] Siegel RL, Miller KD, Jemal A (2017). Cancer Statistics, 2017. CA Cancer J. Clin..

[2] Jones S (2008). Core signaling pathways in human pancreatic cancers revealed by global genomic analyses. Science.

[3] Schneider G, Schmid RM (2003). Genetic alterations in pancreatic carcinoma. Mol. Cancer.

[4] Hingorani SR (2005). Trp53R172H and KrasG12D cooperate to promote chromosomal instability and widely metastatic pancreatic ductal adenocarcinoma in mice. Cancer Cell.

[5] Boj SF (2015). Organoid models of human and mouse ductal pancreatic cancer. Cell.

[6] Chio II (2016). NRF2 promotes tumor maintenance by modulating mRNA translation in pancreatic cancer. Cell.

[7] Pelletier J, Graff J, Ruggero D, Sonenberg N (2015). Targeting the eIF4F translation initiation complex: a critical nexus for cancer development. Cancer Res.

[8] Ruggero D, Sonenberg N (2005). The Akt of translational control. Oncogene.

[9] Avdulov S (2004). Activation of translation complex eIF4F is essential for the genesis and maintenance of the malignant phenotype in human mammary epithelial cells. Cancer Cell.

[10] Sonenberg N, Hinnebusch AG (2009). Regulation of translation initiation in eukaryotes: mechanisms and biological targets. Cell.

[11] Hinnebusch AG (2014). The scanning mechanism of eukaryotic translation initiation. Annu. Rev. Biochem.

[12] Mendoza MC, Er EE, Blenis J (2011). The Ras-ERK and PI3K-mTOR pathways: cross-talk and compensation. Trends Biochemical Sci..

[13] Chandarlapaty S (2011). AKT inhibition relieves feedback suppression of receptor tyrosine kinase expression and activity. Cancer Cell.

[14] Palm W (2015). The utilization of extracellular proteins as nutrients is suppressed by mTORC1. Cell.

[15] Cencic R (2009). Antitumor activity and mechanism of action of the cyclopenta[b]benzofuran, silvestrol. PLoS ONE.

[16] Rodrigo CM, Cencic R, Roche SP, Pelletier J, Porco JA (2012). Synthesis of Rocaglamide Hydroxamates and Related Compounds as Eukaryotic Translation Inhibitors: Synthetic and Biological Studies. J. medicinal Chem..

[17] Chambers JM (2013). Synthesis of biotinylated episilvestrol: highly selective targeting of the translation factors eIF4AI/II. Org. Lett..

[18] Sadlish H (2013). Evidence for a functionally relevant rocaglamide binding site on the eIF4A-RNA complex. ACS Chem. Biol..

[19] Chu J (2016). CRISPR-mediated drug-target validation reveals selective pharmacological inhibition of the RNA helicase, eIF4A. Cell Rep..

[20] Goodman CA, Hornberger TA (2013). Measuring protein synthesis with SUnSET: a valid alternative to traditional techniques?. Exerc Sport Sci. Rev..

[21] Liu J, Xu Y, Stoleru D, Salic A (2012). Imaging protein synthesis in cells and tissues with an alkyne analog of puromycin. Proc. Natl Acad. Sci. USA.

[22] Silvera D, Formenti SC, Schneider RJ (2010). Translational control in cancer. Nat. Rev. Cancer.

[23] Chu J, Pelletier J (2015). Targeting the eIF4A RNA helicase as an anti-neoplastic approach. Bba-Gene Regul. Mech..

[24] Iwasaki S, Floor SN, Ingolia NT (2016). Rocaglates convert DEAD-box protein eIF4A into a sequence-selective translational repressor. Nature.

[25] Hsieh AC (2012). The translational landscape of mTOR signalling steers cancer initiation and metastasis. Nature.

[26] Larsson O (2012). Distinct perturbation of the translatome by the antidiabetic drug metformin. Proc. Natl Acad. Sci. USA.

[27] Thoreen CC (2012). A unifying model for mTORC1-mediated regulation of mRNA translation. Nature.

[28] Ryoo HD, Vasudevan D (2017). Two distinct nodes of translational inhibition in the Integrated Stress Response. BMB Rep..

[29] Oertlin Christian, Lorent Julie, Murie Carl, Furic Luc, Topisirovic Ivan, Larsson Ola (2019). Generally applicable transcriptome-wide analysis of translation using anota2seq. Nucleic Acids Research.

[30] Larsson O (2007). Eukaryotic translation initiation factor 4E induced progression of primary human mammary epithelial cells along the cancer pathway is associated with targeted translational deregulation of oncogenic drivers and inhibitors. Cancer Res.

[31] Waldron JA, Raza F, Le Quesne J (2018). eIF4A alleviates the translational repression mediated by classical secondary structures more than by G-quadruplexes. Nucleic acids Res..

[32] Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ (2009). GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinforma..

[33] Truitt ML (2015). Differential requirements for eIF4E dose in normal development and cancer. Cell.

[34] Hayes JD, Dinkova-Kostova AT (2014). The Nrf2 regulatory network provides an interface between redox and intermediary metabolism. Trends Biochemical Sci..

[35] Seo BB, Matsuno-Yagi A, Yagi T (1999). Modulation of oxidative phosphorylation of human kidney 293 cells by transfection with the internal rotenone-insensitive NADH-quinone oxidoreductase (NDI1) gene of Saccharomyces cerevisiae. Biochimica et. Biophysica Acta.

[36] Pollak M (2013). Targeting oxidative phosphorylation: why, when, and how. Cancer Cell.

[37] Ying HQ (2012). Oncogenic Kras maintains pancreatic tumors through regulation of anabolic glucose metabolism. Cell.

[38] Kerr EM, Gaude E, Turrell FK, Frezza C, Martins CP (2016). Mutant Kras copy number defines metabolic reprogramming and therapeutic susceptibilities. Nature.

[39] Adekola K, Rosen ST, Shanmugam M (2012). Glucose transporters in cancer metabolism. Curr. Opin. Oncol..

[40] van Geldermalsen M (2016). ASCT2/SLC1A5 controls glutamine uptake and tumour growth in triple-negative basal-like breast cancer. Oncogene.

[41] Owen OE, Kalhan SC, Hanson RW (2002). The key role of anaplerosis and cataplerosis for citric acid cycle function. J. Biol. Chem..

[42] D AA, Haft DE (1965). An alternate pathway of alpha-ketoglutarate catabolism in the isolated, perfused rat liver. I. Studies with Dl-glutamate-2- and -5-14c. J. Biol. Chem..

[43] Holleran AL, Briscoe DA, Fiskum G, Kelleher JK (1995). Glutamine metabolism in AS-30D hepatoma cells. Evidence for its conversion into lipids via reductive carboxylation. Mol. Cell Biochem.

[44] Mullen AR (2011). Reductive carboxylation supports growth in tumour cells with defective mitochondria. Nature.

[45] Shukla K (2012). Design, synthesis, and pharmacological evaluation of bis-2-(5-phenylacetamido-1,2,4-thiadiazol-2-yl)ethyl sulfide 3 (BPTES) analogs as glutaminase inhibitors. J. medicinal Chem..

[46] Gross MI (2014). Antitumor activity of the glutaminase inhibitor CB-839 in triple-negative breast cancer. Mol. Cancer Ther..

[47] Lushchak VI (2012). Glutathione homeostasis and functions: potential targets for medical interventions. J. Amino Acids.

[48] Kridel SJ, Axelrod F, Rozenkrantz N, Smith JW (2004). Orlistat is a novel inhibitor of fatty acid synthase with antitumor activity. Cancer Res..

[49] Rubio CA (2014). Transcriptome-wide characterization of the eIF4A signature highlights plasticity in translation regulation. Genome Biol..

[50] Wolfe AL (2014). RNA G-quadruplexes cause eIF4A-dependent oncogene translation in cancer. Nature.

[51] Molina JR (2018). An inhibitor of oxidative phosphorylation exploits cancer vulnerability. Nat. Med.

[52] Caro P (2012). Metabolic signatures uncover distinct targets in molecular subsets of diffuse large B cell lymphoma. Cancer Cell.

[53] Haq R (2013). Oncogenic BRAF regulates oxidative metabolism via PGC1alpha and MITF. Cancer Cell.

[54] Birsoy K (2015). An essential role of the mitochondrial electron transport chain in cell proliferation is to enable aspartate synthesis. Cell.

[55] Sullivan LB (2015). Supporting aspartate biosynthesis is an essential function of respiration in proliferating cells. Cell.

[56] Viale A (2014). Oncogene ablation-resistant pancreatic cancer cells depend on mitochondrial function. Nature.

[57] Pollak M (2012). Metformin and pancreatic cancer: a clue requiring investigation. Clin. Cancer Res.

[58] Kordes S (2015). Metformin in patients with advanced pancreatic cancer: a double-blind, randomised, placebo-controlled phase 2 trial. Lancet Oncol..

[59] Dykens JA (2008). Biguanide-induced mitochondrial dysfunction yields increased lactate production and cytotoxicity of aerobically-poised HepG2 cells and human hepatocytes in vitro. Toxicol. Appl Pharm..

[60] Santagata S (2013). Tight coordination of protein translation and HSF1 activation supports the anabolic malignant state. Science.

[61] Wu N (2013). AMPK-dependent degradation of TXNIP upon energy stress leads to enhanced glucose uptake via GLUT1. Mol. Cell.

[62] Byrne FL, Olzomer EM, Brink R, Hoehn KL (2018). Knockout of glucose transporter GLUT6 has minimal effects on whole body metabolic physiology in mice. Am. J. Physiol.-Endoc M.

[63] Godoy A (2006). Differential subcellular distribution of glucose transporters GLUT1-6 and GLUT9 in human cancer: ultrastructural localization of GLUT1 and GLUT5 in breast tumor tissues. J. Cell. Physiol..

[64] Byrne FL (2014). Metabolic vulnerabilities in endometrial cancer. Cancer Res.

[65] Huch M (2013). Unlimited in vitro expansion of adult bi-potent pancreas progenitors through the Lgr5/R-spondin axis. EMBO J..

[66] Ramskold D, Wang ET, Burge CB, Sandberg R (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data. PLoS Comput. Biol..

[67] O’Leary NA (2016). Reference sequence (RefSeq) database at NCBI: current status, taxonomic expansion, and functional annotation. Nucleic Acids Res..

[68] Kanehisa M, Sato Y, Furumichi M, Morishima K, Tanabe M (2019). New approach for understanding genome variations in KEGG. Nucleic Acids Res..

[69] Shi J (2015). Discovery of cancer drug targets by CRISPR-Cas9 screening of protein domains. Nat. Biotechnol..

[70] Nanchen A, Fuhrer T, Sauer U (2007). Determination of metabolic flux ratios from 13C-experiments and gas chromatography-mass spectrometry data: protocol and principles. Methods Mol. Biol..

# Supplementary material for: eIF4A supports an oncogenic translation program in pancreatic ductal adenocarcinoma
**Source:** Nat Commun. 2019 Nov 13;10:5151. doi: 10.1038/s41467-019-13086-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**Supplementary Data 1**

List of transcripts that are translationally up or down regulated upon CR-31 treated in normal (N) organoids (n = 3). apvSlope = common slope of the two treatment groups; apvEff = log2 fold-change; apvRvmP = p-values; apvRvmPAdj = Adjusted p-values.

**Supplementary Data 2**

List of transcripts that are translationally up or down regulated upon CR-31 treated in *Kras^G12D^;p53^R172H^* (KP) organoids (n = 3). apvSlope = common slope of the two treatment groups; apvEff = log2 fold-change; apvRvmP = p-values; apvRvmPAdj = Adjusted p-values.

**Supplementary Data 3**

List of transcripts that are translationally up or down regulated in *Kras^G12D^;p53^R172H^* (KP) vs normal N organoids (n = 3). apvSlope = common slope of the two treatment groups; apvEff = log2 fold-change; apvRvmP = p-values; apvRvmPAdj = Adjusted p-values.

How the deposited data were processed for this re-analysis (not part of the article)

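N and KP organoids, which are cultures of mouse pancreas cells, were treated with vehicle or 10 nM CR-31 for 1 h, with 3 replicates in each of the 4 groups. Lysates were separated on sucrose gradients, and mRNA bound by 3 or more ribosomes was pooled as polysome-associated mRNA, while a part of each lysate taken before the gradient gave total mRNA. The 12 lysates thus gave 24 libraries, which were assigned to groups and replicates from the sample labels. The authors sequenced the libraries as read pairs, aligned them with HISAT2 at default settings, discarded reads that mapped to several places, and counted reads on the coding transcripts of RefSeq genes. The counts were deposited by the authors per gene and library without normalization, and replicates were not pooled. RPKM values of the same 24 libraries, which the authors deposited beside the counts, were not used in a test. The Methods name a human genome for the alignment, while the genes of the deposited table are mouse RefSeq genes. Because reads with several matches were discarded, genes with near-identical copies can be undercounted.

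The deposited table had 19895 entries, of which 1042 list several symbols and 752 of those had a count above 0 in every library, and 136 symbols occur in more than 1 entry. The 11438 genes with a count above 0 in every library were tested, a filter that follows the study's. Reads counted per library ranged from 47308461 to 267463046, so for genes with many counts the spread between replicates is far above counting error. Slc2a6, Slc2a3 and Eno2 had between 3 and 136 counts in each polysome library of KP organoids, and their values carry counting error as well. The sample labels name the sequencing lane or run of each library. In N and in KP, vehicle replicates 1 and 2 and CR-31 replicate 1 were on 1 of the 2 lanes or runs and the other lysates on the other, and no lane held both organoid types.

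Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0, ViennaRNA 2.7.2 and matplotlib 3.10.9. Counts were normalized with TMM and tested with edgeR's quasi-likelihood test in a model of the 4 groups, separately for polysome-associated and total mRNA. A change shared by all mRNAs of a library is removed by this scaling. Translational efficiency was tested in one edgeR model of all 24 libraries as the interaction of fraction and group, with the lysate as a block. Adjusted p-values of single genes are from these edgeR models with Benjamini-Hochberg adjustment over the tested genes, and the threshold was 0.25 as in the study. CPM values are relative to the TMM-scaled library size, except where a sentence says that they are of all counted reads. Sets of genes were read from the heatmaps of Fig. 3a and Fig. 4a and tested with limma's camera with a preset correlation of 0.01 between genes, with fry and with camera at an estimated correlation. The 18 tests of these sets were adjusted together, with a threshold of 0.05. The value of a set is the median log2 fold change of its genes. Shifts of the lists of Supplementary Data 2 are differences of medians between a list and the genes on neither list, with 2-sided permutation tests of 100000 resamples across genes. The longest 5′-UTR of each gene was taken from GENCODE M21 on GRCm38, which covered 98.5% of the tested genes, 98.7% of the suppressed and 97.7% of the activated list, and coding sequence lengths covered 99.6%. Log ratios of single replicates used a prior count of 0.5.

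Whether the replicate numbers pair the samples was checked from the correlation across genes of same-numbered libraries' deviations from their group means. Vehicle with CR-31 gave an r of 0.56 to 0.91 in N and of 0.46 to 0.85 in KP, over 0.1 in 6 of 6 pairs each, so the numbers pair vehicle with CR-31 within an organoid type. N with KP gave an r of -0.17 to 0.22 for CR-31 and -0.15 to 0.30 for vehicle, over 0.1 in 3 of 6 and 2 of 6 pairs, so the numbers do not pair N with KP. For the list shifts in KP against N, the SD comes from each KP replicate against the mean of the N replicates, so it holds no spread of N. Where another SD between replicates is used for KP against N, the numbers were matched only to give a spread. The pairing comes from the replicate numbers of the labels and from this check. The value with the number as a block within each organoid type is given for the effect of CR-31 where it changes a call or moves a count by over 1.5 times. For KP against N that block takes the differences between cultures of a type out of the error, so a p-value there is too small for a comparison of independent cultures.

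Tests, samples, covariates, alternatives and the genes to be named were set before the data were examined. Named genes are those that the paper names for its polysome profiling data and the enzymes of glutathione synthesis and NADPH production (Gclc, Gclm, Gss, Gsr, G6pdx, Pgd and Idh1), and genes called in translational efficiency, of which there were 0. Some genes that fall under this rule are not reported here. Genes named outside that rule were chosen after their values were seen, and the text says so. Alternatives were RLE and upper-quartile normalization, a minimum of 10 counts (10619 genes) or no filter (16175 genes), an adjusted p under 0.05, a fold change over 1.2, the replicate number as a block, the lane as a term, DESeq2, no lysate block, only the compared groups, a regression of polysome-associated on total mRNA, other set tests and gene lists, the shortest 5′-UTR, genes matched on expression, and each lysate left out in turn. Further alternatives were added after seeing the data, namely the regression with the block within each organoid type, that block for the sets, both lysates of a replicate left out together with or without that block, RLE normalization, that block and left-out lysates for the lists and for coding sequence length, own calls by that regression as lists, and all settings for single genes. Lists of marker genes of leukocytes, myeloid and lymphoid cells, fibroblasts, endothelium, acinar, erythroid, neural, pluripotent, muscle, liver and duct cells, and of targets of p53 and NRF2, immediate early genes and ribosomal protein genes, were written from general knowledge before their counts were looked at. Anota2seq itself was not used here, and the regression stands in for it. The 24 columns of RPKM values were left out of all tests, and 0 columns of single samples were unassigned.

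The tests were tried on simulated counts of the 11438 genes with 200 changed genes. The changed genes had above-median expression, and libraries were simulated without pairing by replicate or lysate. The simulated changes were far larger than the median size with CR-31 in polysome-associated mRNA, 0.14 in N and 0.23 in KP. The shares recovered thus do not tell how many changes of the observed size would be found. edgeR recovered 92.5% of the changed genes in polysome-associated mRNA and called 60 others, and DESeq2 recovered 96.5% and called 178 others. For translational efficiency edgeR recovered 61.5% and called 27 others, the regression without a block 83% and 56 others, and the regression with the block within each organoid type 45% and 31 others. In a simulated contrast without change edgeR called 1 gene, and 4.69% of genes had an unadjusted p under 0.05.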

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

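The tests of exchanged libraries or fractions, of opposite movement of the fractions, of depth and library size, and of N replicate 3 as the source of a difference were chosen only after the results were seen, and the other tests below were set before.

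Oxidative phosphorylation genes changed differently with CR-31 in KP and in N organoids, with a difference of -0.31 in polysome-associated mRNA, 0.20 in total mRNA and -0.39 in translational efficiency (median log2 values of 90 genes, camera adjusted p = 1.09e-05, 7.49e-06 and 5.84e-06 over 9 such tests). The difference was positive for 13 of the 90 genes in polysome-associated and for 76 in total mRNA and 17 in translational efficiency. None of the 3 passed under fry (adjusted p = 0.683 for each) or with an estimated correlation (adjusted p = 0.536 for each). Left-out replicates of either type gave -0.44 to -0.22 in polysome-associated mRNA and -0.62 to -0.20 in translational efficiency. In total mRNA the difference rests on KP replicate 1, without which it was 0.015 (camera, unadjusted p = 0.815). Without N replicate 3 the difference in polysome-associated mRNA was -0.23, so that replicate is not its whole source. In KP replicates 1, 2 and 3 the set changed by -0.36, -0.38 and 0.024 in polysome-associated mRNA. The CR-31 library there was 0.51, 1.10 and 1.12 times the size of the vehicle library. In N replicates 1, 2 and 3 the set changed by -0.20, 0.045 and 0.11 at ratios of 0.71, 3.53 and 0.51. Near-equal ratios thus went with different changes, which argues against library size as the whole source of the fall in KP. Short coding sequences are argued against as the whole cause of that fall, because 5 of 10000 random sets matched on coding length were as low, although their median was -0.19. In the splits of the 6 lysates into 3 and 3, the median of the set was as far from 0 as the real one in 1 of 10 splits for polysome-associated mRNA in KP, 8 of 10 for total mRNA and 2 of 10 for translational efficiency, and in 8, 5 and 7 of 10 in N. In drawn splits for the difference between KP and N, it ran from -0.57 to 0.39 in polysome-associated mRNA and up to 0.55 in translational efficiency. Regrouped lysates can thus give a difference as large as the real one. With the lane or run as a term, the set fell in polysome-associated mRNA of both types, by -0.24 in KP and by -0.11 in N (camera, adjusted p = 0.00409 in N, and past the threshold in KP too). A stronger response of KP than of N organoids remains open as a hypothesis, as does any difference between the sequencing runs of the 2 types, which no test here separates.

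Ribosomal protein genes also differed, by -0.26 in polysome-associated mRNA and by -0.53 in translational efficiency (72 genes, camera adjusted p = 9.44e-05 and 1.89e-10, 9 and 6 genes positive, fry adjusted p = 0.683 for both). In N their median rose by 0.20 in polysome-associated mRNA (71 of 72 higher) and by 0.55 in translational efficiency, and in KP it changed by -0.078 and 0.026. Without N replicate 3 the differences were -0.014 and -0.11, so a candidate source of most of this pattern is that replicate. The immediate early genes differed by -1.42 in total mRNA (20 genes, camera adjusted p = 6.64e-07, 1 gene positive, fry adjusted p = 0.683). Their median rose by 2.17 in N and by 0.70 in KP, but by 0.20 in N without replicate 3, and the difference then was 0.35, in the other direction. Smaller differences were left without that replicate, by -0.11 for the ribosomal protein genes in translational efficiency, 0.20 in total mRNA, and the 0.35 of the immediate early genes (camera, unadjusted p = 0.0295, 1.41e-09 and 2.9e-07, fry, unadjusted p = 0.396, 0.414 and 0.141). A difference between the organoid types thus stays open for that remainder.

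N replicate 3 stands apart, as its changes with CR-31 in polysome-associated and total mRNA were correlated across genes with an r of -0.74, while N replicates 1 and 2 gave 0.49 and 0.24. Its polysome-associated change correlated negatively with those of the 5 other replicates of both types, with an r of -0.33 to -0.19. Fos, which was picked out after its values were seen, had 1707 CPM in the polysome library labelled vehicle and 49.1 in that labelled CR-31, and 61.3 and 2403 CPM in the total libraries labelled vehicle and CR-31, against 24.6 to 154 in the other 20 libraries. An exchange of 2 libraries between the treatments of this replicate is a candidate explanation. Each polysome library resembled the total library of the other treatment more (r of 0.985 and 0.984 across genes) than that of its own label (0.956 and 0.955), a mean gain of 0.028, while N replicates 1 and 2 showed no gain. Opposite movement of the fractions in N organoids as a rule is excluded by the r of 0.24 or more in the other N replicates. Low depth is excluded by an r of -0.88 over genes with more than 1000 counts in each library, and an exchange of polysome and total fractions by all 4 libraries lying on the side of their own fraction. The change of this replicate in total mRNA went with those of the 5 other replicates in 4 of 5 cases (r of -0.033 to 0.34), unlike that in polysome-associated mRNA, so the 2 polysome libraries are the likelier pair. A final choice is not made from these values, and the labels were kept as deposited in every test. In KP replicate 1 the r between the fractions was -0.32 and the gain 0.0055, and there an exchange and a true difference cannot be told apart, because the libraries of 1 treatment gained and those of the other did not.

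The polysome library of vehicle-treated KP replicate 3 held RNA that the other KP libraries lack. The 14 counted leukocyte markers summed to 50.2 CPM there, to 4.74 CPM in the next KP polysome library and to 2.55 CPM in the total library of the same lysate, while the highest sum in any other library, of either type, was 27.20 CPM. All 14 were higher there than in the other KP polysome libraries, and 1 of the 14 was over 1 CPM in all other KP libraries. The most abundant genes of the leukocyte and myeloid lists were Lyz2 with 21.2 CPM, Lcp1 with 14.4, Coro1a with 9.47 and Csf1r with 8.90. Leukocyte RNA in that library may be the source, with a median over the list 29.6 times that of the next KP polysome library. Other cells in the lysate are argued against by the 2.55 CPM in its total library, since they would have raised both. Sums for the other lists in this library and in the next KP polysome library were 42.7 and 5.65 CPM for myeloid, 5.70 and 4.43 for lymphoid, 22.8 and 1.28 for fibroblast, 1.39 and 3.46 for endothelial, 3.62 and 4.35 for acinar, 0.137 and 0.152 for erythroid, 12.7 and 13.7 for neural, 0.0228 and 0.133 for pluripotent, 1.72 and 3.52 for muscle, 251 and 235 for liver and 8215 and 9141 CPM for duct genes. The fibroblast sum was 17.8 times that of the next KP polysome library, but 2 of 10 of its genes were highest in this library and their median was 0 CPM. No gene is on more than 1 of these lists. The Slc2a6 value of this library bears on the effect of CR-31 on that gene, which was -3.36 with it and -0.98 without it. A biological difference of that replicate was not tested.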

How the results depend on the processing

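Alternatives for single genes, for both lysates of a replicate left out, for the regression with the block within each organoid type and its calls as lists, and for that block with the oxidative phosphorylation and glutathione sets were chosen after seeing the data. So were that block, RLE normalization and left-out lysates for the lists, coding sequence length and the p53, immediate early and ribosomal protein genes. In KP against N, the shifts of the suppressed (0.50 to 0.74) and activated mRNAs (-0.67 to -0.33) in polysome-associated mRNA kept their direction and stayed past the threshold in all 16 alternatives, and those in total mRNA of N with CR-31 (-0.25 to -0.11 and 0.14 to 0.35) in all 15. The 5′-UTR length (-31.5 to -20 nt), GC content (2.64 to 3.21 percentage points) and folding energy (-2.64 to -2.02 kcal/mol) of the suppressed mRNAs held in all 3 alternatives, and polypurine content passed in none (-0.25 to -0.092). Coding sequence length, the immediate early genes in total mRNA of N and KP, and the ribosomal protein genes in translational efficiency of N held in all 14, of which none changed the set test. With lysates left out the immediate early genes ranged from 0.20 to 2.65 in N and from 0.51 to 0.82 in KP, and the ribosomal protein genes in translational efficiency of N from 0.13 to 0.90, and the lowest values in N came without N replicate 3. Under fry and with an estimated correlation the 3 results of these 2 lists did not pass (adjusted p = 0.64 under fry and 0.491 or more with the estimate). With lysates left out, the oxidative phosphorylation set held in polysome-associated mRNA and translational efficiency of KP against N and with CR-31 in KP, and the glutathione set in polysome-associated and total mRNA of KP against N and in translational efficiency with CR-31 in KP. Upper-quartile normalization, RLE normalization, a minimum of 10 counts, a fold change over 1.2, no lysate block and only the compared groups changed no count of called genes by over 1.5 times.

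An adjusted p under 0.05 left 1743 genes in polysome-associated and 1028 in total mRNA for KP against N, which follows from the stricter threshold. Where no cause is given below, the cause was not tested. The replicate block within each organoid type gave 7864 genes in polysome-associated and 6451 in total mRNA for KP against N, 2213 in polysome-associated mRNA with CR-31 in KP and 7 in total mRNA with CR-31 in N. In polysome-associated mRNA of KP against N it called Gclc (adjusted p = 0.000875, against 1.84e-05 to 0.844 over its alternatives), Gclm (0.0135, against 0.00129 to 0.861) and G6pdx (0.109, against 0.00241 to 0.674). The numbers do not pair N with KP, and for KP against N this block leaves the spread between cultures of a type out of the error. Its calls in that comparison, with lysates left out or under the regression too, are therefore no evidence of a change. It also gave an oxidative phosphorylation median of 0.057 in total mRNA with CR-31 in KP (adjusted p = 0.178), a median of the p53 targets of 0.0057 with the sign reversed, and a shift of the activated mRNAs in N of -0.046 that passed. The replicate block shared by N and KP gave an oxidative phosphorylation median of 0.083 in total mRNA with CR-31 in KP (adjusted p = 0.0658) and of 0.11 in translational efficiency with CR-31 in N (adjusted p = 0.061), both past the threshold without it. It also called Gclc (adjusted p = 0.249) and Gclm (adjusted p = 0.234) in KP against N. Beyond these and the single genes given with their results, the blocks changed no other call of the interaction and group models. The lane term with the replicate block gave 234 genes in total mRNA with CR-31 in N and 33 in KP, and in translational efficiency 91 in N, 8 in KP and 80 for their difference. DESeq2 gave 13 and 8 genes in total mRNA with CR-31 in N and KP, and in translational efficiency 374 for KP against N and 290 for the difference between KP and N. No filter on low counts gave 1 gene in translational efficiency with CR-31 in KP, and the lane term gave 1. For KP against N, the regression on total mRNA gave 1108 genes without a block, 1645 with the replicate block and 2943 with the replicate block within each organoid type, which also gave 1371 with CR-31 in KP.

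Set tests that estimate the correlation between genes, or test a set on its own, passed fewer results. Both were taken from models without the replicate number, so for CR-31 the spread between paired cultures stays in their error. Under fry, the oxidative phosphorylation set no longer passed in polysome-associated mRNA with CR-31 in KP (-0.31), in total mRNA of KP against N (0.24), CR-31 in N (-0.10) and CR-31 in KP (0.072), or in translational efficiency of KP against N (0.42), CR-31 in N (0.11) and CR-31 in KP (-0.29). The glutathione set no longer passed in polysome-associated mRNA (-0.17) and translational efficiency (-0.23) with CR-31 in KP and in translational efficiency of KP against N (0.16), with adjusted p-values of 0.166 to 0.695 for all of these. Camera with an estimated correlation lost the same calls and those of both sets in polysome-associated mRNA of KP against N (0.64 and 0.49) and of the glutathione set in total mRNA of KP against N (0.55), with adjusted p-values of 0.14 to 0.693. With complexes I to V only, or with genes chosen by symbol, the oxidative phosphorylation set in total mRNA with CR-31 in KP did not pass (0.078, adjusted p = 0.0793, and 0.070, adjusted p = 0.0807). Without near-identical copies the glutathione median with CR-31 was 0.017 in polysome-associated mRNA of N, with the sign reversed, -0.15 in KP and -0.091 in translational efficiency of KP, and none passed, with fewer genes in the set. The lane term gave an oxidative phosphorylation median with CR-31 in N of -0.11 in polysome-associated mRNA, with the sign reversed and past the threshold (adjusted p = 0.00409), and of 0.066 in translational efficiency, which did not pass. It gave glutathione medians that passed in polysome-associated mRNA of N (-0.21), total mRNA of KP (0.13) and translational efficiency of N (-0.21), and -0.14 in polysome-associated mRNA of KP, which did not (adjusted p = 0.0902). RLE normalization gave the ribosomal protein genes -0.022 in translational efficiency with CR-31 in KP, with the sign reversed. With own calls by the regression with the block within each organoid type as lists, the shift of the activated mRNAs in N was 0.0055, with the sign reversed (permutation p = 0.592), while own calls by edgeR and by the regression without that block held 0 genes and gave no value. Different vehicle libraries moved the r between CR-31 in KP and KP against N to -0.087, and the shortest 5′-UTRs moved the difference in the (GGC)4 motif to -1.18 percentage points, which passed.

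Left-out lysates or replicates gave these lowest and highest counts of called genes. In polysome-associated mRNA there were 2812 to 9244 for KP against N, 0 to 1721 with CR-31 in N, 0 to 6276 in KP and 0 to 3088 for the difference. In total mRNA there were 1610 to 6346 for KP against N and 0 to 1734 with CR-31 in N, and in translational efficiency 0 to 4835 for KP against N, 0 to 2 in N, 0 to 5272 in KP and 0 to 1901 for the difference. The highest counts in polysome-associated mRNA, and in translational efficiency for KP against N and CR-31 in KP, came without N replicate 3 and with the block within each organoid type. Those in total mRNA came without KP replicate 1 and with that block, and that for the difference in translational efficiency without N CR-31 replicate 2. Fits that called 0 genes had 25 to 2000 genes at an unadjusted p under 0.05. Medians of the oxidative phosphorylation set ranged from -0.19 to 0.18 in polysome-associated mRNA of N with CR-31, 0.12 to 0.35 in total mRNA of KP against N, -0.21 to -0.015 in total mRNA of N and -0.090 to 0.20 of KP with CR-31, and -0.023 to 0.27 in translational efficiency of N. Those of the glutathione set ranged from -0.25 to 0.13 in polysome-associated mRNA of N and -0.27 to -0.11 of KP, -0.13 to 0.14 in total mRNA of N and -0.056 to 0.20 of KP, -0.32 to 0.10 in translational efficiency of N with CR-31 and -0.00055 to 0.37 for KP against N. The p53 targets ranged from -0.14 to 0.19, and the ribosomal protein genes with CR-31 from -0.12 to 0.43 in polysome-associated mRNA of N, -0.15 to 0.011 of KP and -0.030 to 0.091 in translational efficiency of KP. With CR-31 in polysome-associated mRNA of N the shift of the suppressed mRNAs ranged from -0.088 to 0.20 and that of the activated from -0.12 to 0.20, and the r between CR-31 in KP and KP against N from -0.56 to -0.20.

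Values of single genes whose sign reversed were Myc at 0.63 and Slc2a1 at 0.41 in translational efficiency with CR-31 in KP (regression with the replicate block within each organoid type), and Slc2a6 at -0.54 and Eno3 at -0.093 in polysome-associated mRNA of N and Gclm at 0.043 and Gsr at 0.0039 of KP (lane term). With lysates or replicates left out, polysome-associated mRNA with CR-31 in N ranged from -0.41 to 0.76 for Myc, -0.80 to 1.00 for Slc2a6, -0.65 to 0.32 for Gapdh, -1.11 to 1.00 for Eno2, -0.32 to 0.44 for Eno3 -0.43 to 0.53 for Slc1a5 and -1.59 to 0.40 for Txnip. In KP it ranged from -0.045 to 0.48 for Gclc, -0.35 to 0.12 for Gclm, -0.42 to 0.069 for Gsr and -0.18 to 0.070 for G6pdx. Translational efficiency with CR-31 in KP ranged from -0.13 to 0.042 for Myc, -0.29 to 0.044 for Slc2a1 and -0.18 to 0.0094 for Slc1a5, and that of Sdhb in KP against N from -0.18 to 0.85. Of 1210 values of single genes under the alternatives, 91 changed sides of the threshold with their sign kept, 26 to weaker and 65 to stronger. Genes with few counts, such as Slc2a6 (4 to 136 in the polysome libraries of KP) and Eno2 (9 to 80), have effects that a single library can set, and Slc2a3 was not among the tested genes.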

Differences from the paper's values

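Supplementary Data 1 lists 8 genes with higher and 17 with lower translational efficiency with CR-31 in N organoids, the paper's values, against 0 and 0 here (edgeR's interaction test, 328 genes at an unadjusted p under 0.05). The paper's Fig. 2b gives about 9 and about 22, read by eye. No alternative came within 1.5 times of these, and the lane term with the replicate block gave the most, 28 and 63. Supplementary Data 2 lists 1060 higher and 1168 lower with CR-31 in KP organoids, against 0 and 0 here (627 at an unadjusted p under 0.05), and Fig. 2c gives about 980 and about 970, read by eye. None of the alternatives set before the data were examined closed the gap. The regression on total mRNA with the replicate block within each organoid type, chosen after seeing the values, gave 635 and 736, of which 736 lies within 1.5 times of about 970 in Fig. 2c, and all 1371 genes are among those of Supplementary Data 2. Its effects for the genes of Supplementary Data 1 and 2 differed from the study's by medians of 0.000098 and 0.000090, against 0.17 and 0.042 without a block.

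For KP against N, Supplementary Data 3 lists 1428 genes with higher and 1513 with lower translational efficiency, against 0 and 0 here (1296 at an unadjusted p under 0.05), and Fig. 2a gives about 1600 and about 1600, read by eye. Of the alternatives set before the data were examined, leaving out vehicle replicate 3 of N gave 956 and 1191, within 1.5 times of both values of Supplementary Data 3 and of the lower count in Fig. 2a, and the others did not. Settings chosen after seeing the values also came within 1.5 times. These were the regression with the replicate block within each organoid type, whose error leaves out the spread between cultures in this comparison, with 1432 and 1511, leaving out both lysates of N replicate 3, with 1808 lower and with 2289 higher against Fig. 2a, and the latter with the block, with 2119 lower. Under that regression 2761 of its 2943 genes are in Supplementary Data 3, and its effects differed from the study's by a median of 0.00019, against 0.11 with a block shared by N and KP and 0.15 without a block.

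The shift of the activated mRNAs in KP against N at the median is about -0.76 in Fig. 2d, read by eye, and was -0.57 here. Different vehicle libraries for the 2 comparisons, the alternative set before the data were examined, gave -0.33 and did not close the gap. Leaving out N vehicle replicate 3, or both lysates of N replicate 3, gave -0.67, and both were chosen after seeing the values. That lies within the SD between KP replicates (0.10, without the spread of N) of the paper's value. Eno3 has a log2 change in translational efficiency with CR-31 in KP of -0.410017 in Supplementary Data 2, the paper's value, against -0.63 here. All alternatives for single genes were run after seeing the values. The regression with the replicate block within each organoid type gave -0.41, and leaving out KP lysates gave -0.60 to -0.49 in the settings that came within the replicate SD, which left out vehicle replicate 2, CR-31 replicate 1 or 3, or replicate 1 with or without the block. Sdhb has a value of 1.14678 for KP against N in Supplementary Data 3, the paper's value, against 0.44 here. The regression gave 0.98 without a block, 1.00 with the replicate block and 1.15 with the block within each organoid type, and leaving out N or KP replicate 3, or their vehicle lysates, gave 0.69 to 0.85, all within the replicate SD of the paper's value.

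The paper names Slc2a6, Gapdh, Eno2 and Eno3 as CR-31 targets in KP, by lower polysome-associated mRNA. It also measured these genes by qRT-PCR in polysome fractions and reports lower SLC2A6 protein, which the values here do not test. Polysome-associated mRNA changed here by -3.36, -0.48, -1.51 and -0.26. None passed there in the main test, and Slc2a6, Gapdh and Eno2 passed with the replicate block within each organoid type. In translational efficiency none passed in the main test (changes of -3.66, -0.53, -0.81 and -0.63). Under the regression with the replicate block within each organoid type, chosen after seeing the values, Slc2a6 (adjusted p = 0.23) and Eno2 (adjusted p = 0.245) passed and Gapdh (adjusted p = 0.255) did not. Slc2a6 also passed with the lane term (adjusted p = 0.11) and with the lane term and the replicate block (adjusted p = 0.0232). With the interaction test, the block and N replicate 3 left out, Slc2a6, Gapdh and Eno3 passed (adjusted p = 0.193 for each). The paper names Slc1a5 among mRNAs translationally raised by CR-31 in KP. It also reports a rise in polysomes by qRT-PCR, which the values here do not test. Here Slc1a5 changed by -0.11 in translational efficiency, lower in 3 of 3 replicates. Its polysome-associated mRNA rose by 0.32, higher in 3 of 3 replicates, and did not pass in the main test. Supplementary Data 3 also lists Sdhb and Ndufa3 with higher translational efficiency in KP than in N, and neither passed here (adjusted p = 0.605 and 0.433). Both passed without N vehicle replicate 3 (adjusted p = 0.192 for Sdhb and 0.208 for Ndufa3), without both lysates of N replicate 3 (0.105 and 0.108), without them and with the block (0.0845 and 0.0939) and under the regression with the block within each organoid type (0.0713 and 0.0471). Ndufa3 also passed with DESeq2 (0.237) and under the regression without a block (0.176) and with the replicate block (0.156). These settings were chosen for single genes after seeing the values. The paper reports no apparent change in mRNA levels of the electron transport chain, and total mRNA of the 90 oxidative phosphorylation genes was 0.24 higher in KP than in N here. It reports several enzymes of glutathione synthesis and NADPH production as translationally induced in KP and suppressed by CR-31. Here 7 such enzymes were higher in polysome-associated mRNA of KP than of N. In translational efficiency of KP against N, Gclm (0.22), Gss (0.11), Gsr (0.11) and Pgd (0.023) were higher. Gclc (-0.38), Idh1 (-0.28) and G6pdx (-0.27) were lower. With CR-31 in KP, polysome-associated mRNA fell for Pgd (-0.25), Gsr (-0.20), Gss (-0.17), Gclm (-0.14) and G6pdx (-0.062). Idh1 (0.31) and Gclc (0.18) rose, and no change with CR-31 or in translational efficiency passed in the main tests. It reports little effect of CR-31 on the N translatome and marked changes in KP, while 0 genes passed in polysome-associated mRNA of either here (48 and 406 at an unadjusted p under 0.05), and with the replicate block within each organoid type 0 passed in N and 2213 in KP.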

Other observations

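The tests with left-out lysates for coding sequence length and the immediate early genes, and the correlation of changes between replicates, were chosen only after the results were seen, and the other tests in this part were set before.

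Other splits of the lysates were fitted in the same way. For KP against N, 1 of 10 splits, the real one, gave as many called genes in polysome-associated mRNA and 1 of 10 in total mRNA, and the other 9 splits called 0 genes in each. In translational efficiency, where the real split called 0 genes, 10 of 10 gave as many. All 10 of 10 splits gave as many as the real 0 with CR-31 in polysome-associated mRNA, total mRNA and translational efficiency, in N and in KP. So did 30 of 30 drawn splits for the difference between KP and N in polysome-associated mRNA and in translational efficiency. Wherever the real count is 0 every split must give as many, so these shares say nothing about the grouping. In polysome-associated mRNA of N, the split that follows the lanes, with vehicle replicates 1 and 2 and CR-31 replicate 1 against the rest, called 2148 genes, more than the real split of treatments. With the lane as a term CR-31 gave 0 calls there (222 genes at an unadjusted p under 0.05), and the same split in KP called 0 (410 at an unadjusted p under 0.05). Other splits of N called 1196 to 1607 genes where they called any, more than the 0 of the real split. With the replicate block within each organoid type, the real split called 2213 genes in KP and the 3 splits that exchange the treatments of 1 replicate called 0 each (200, 47 and 56 at an unadjusted p under 0.05). In N the real split called 0 genes, and that which exchanges the treatments of replicate 3 called 3262. The median of the oxidative phosphorylation set in KP against N was as far from 0 as the real one in 1 of 10 splits for polysome-associated mRNA, total mRNA and translational efficiency each. For the glutathione set these numbers were 2, 1 and 6 of 10 for KP against N, 10, 7 and 8 of 10 for CR-31 in N and 2, 6 and 1 of 10 for CR-31 in KP. A share of 0.1 is the smallest that 10 splits allow.

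The sequencing run is a possible source of the effect of CR-31 on polysome-associated mRNA in KP. With the replicate block and the run both as terms 0 genes passed (252 of all tested genes had an unadjusted p under 0.05), while all 2213 genes called with the block alone had the same sign. Vehicle and CR-31 of KP replicates 1 and 3 shared a run and those of replicate 2 did not, so the run can add to the change within replicate 2 only. The changes of replicates 1 and 3 were correlated across genes with an r of 0.39, against -0.33 to 0.23 between replicates of which at least 1 was of N, although genes are not independent replicates. That argues against the run as the source of the change these replicates share. The change of replicate 2 was correlated with those of replicates 1 and 3 with an r of 0.66 and 0.40. Across genes, that argues against the run as the whole source of the change in replicate 2. Without replicate 2 the test with the block called 0 genes (464 at an unadjusted p under 0.05). With 2 replicates left, that count cannot separate run and treatment for the 2213 called genes.

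A lower load of ribosomes may move mRNAs with short coding sequences below 3 ribosomes first. Coding sequence length correlated with the change in translational efficiency by CR-31 in KP with a Spearman rho of 0.32 across 11394 genes (permutation p = 1e-05, adjusted p = 1.12e-05 over 9 correlations, the smallest it can give), and with 0.24 to 0.40 when lysates were left out in turn. In N the rho was -0.21, and in KP against N it was -0.55. The measure counts mRNA with 3 or more ribosomes. It thus cannot tell less efficient translation of long mRNAs in KP from more short mRNAs passing that cut. No lane held both organoid types, so a difference between lanes is not excluded either. In polysome-associated mRNA the rho was 0.41 with CR-31 in KP, -0.14 in N and -0.25 in KP against N. In total mRNA it was 0.012 (permutation p = 0.207), 0.21 and 0.076. Genes are not independent replicates. The higher oxidative phosphorylation set in KP against N is not explained by short coding sequences alone, as 0 of 10000 random sets matched on coding length were as high. That excludes them as the whole cause and not as a part.

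A block of translation could raise the mRNAs of immediate early genes. Their median in total mRNA of KP rose by 0.70 with CR-31 (20 genes, 18 higher, camera adjusted p = 4.51e-08 over 36 tests of 4 gene lists, fry adjusted p = 0.64), and by 0.51 to 0.82 when lysates were left out, in line with this hypothesis. Ribosomal protein mRNAs, which could move together when initiation is blocked, changed by -0.078 in polysome-associated mRNA of KP (72 genes, 26 higher, camera adjusted p = 0.46), so a joint movement was not seen.

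As a check of the labels, 20 targets of p53 had a median of -0.0025 in total mRNA of KP against N, 9 of them higher (camera adjusted p = 0.856). An exchange of N and KP labels and the labels as given could not be separated by this list, whose genes went both ways. The opposite changes of genes with CR-31 in KP and in KP against N could come from the vehicle-treated KP libraries that both comparisons use. With different vehicle lysates the median r was -0.087, and its range in 6 ways included both signs. The CR-31 lysates paired with the vehicle lysates used for KP against N stayed in, which can raise r. The shared libraries and a true reversal thus cannot be told apart by r. In total mRNA of KP against N the suppressed list shifted by 0.11 and the activated list by -0.067 (permutation tests across genes, p = 1e-05, the smallest they can give, and p = 0.00144). With CR-31 in KP the suppressed list shifted by 0.080 in total mRNA (permutation p = 1e-05), while the activated list, at -0.017, was not set apart from the other genes (permutation p = 0.0809). In polysome-associated mRNA of KP the shifts with CR-31 were -0.48 and 0.49, on the libraries on which the study chose the lists.

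Of the other genes that the paper names, Txnip was lower in polysome-associated mRNA of KP than of N, by a log2 fold change of -2.16 (standard error 0.62, adjusted p = 0.0367), or -0.79 (adjusted p = 0.14, against 0.00154 to 0.234 over its alternatives) without N vehicle replicate 3, in which it had 1563 CPM against 229 and 316 in the other 2. With CR-31 it changed by -1.09 in N, which was 0.28 without that lysate, and by 0.99 in KP. Eif4a1 changed by -0.12 in KP against N (adjusted p = 0.783) and by 0.062 with CR-31 in KP, and Nfe2l2 by 0.15 (adjusted p = 0.772) and -0.14. The 10 targets of NRF2, the product of Nfe2l2, had a median of 0.50 in polysome-associated mRNA of KP against N (9 higher, camera adjusted p = 0.196), of 0.56 in total mRNA (9 higher, camera adjusted p = 0.0467, fry adjusted p = 0.64) and of -0.17 in translational efficiency (4 higher, camera adjusted p = 0.694). Eif4a2 shares its entry with Rfc4 and was not analysed here.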
